# MicroRNA Expression Profiling Reveals MiRNA Families Regulating Specific Biological Pathways in Mouse Frontal Cortex and Hippocampus

**DOI:** 10.1371/journal.pone.0021495

**Published:** 2011-06-22

**Authors:** Juuso Juhila, Tessa Sipilä, Katherine Icay, Daniel Nicorici, Pekka Ellonen, Aleksi Kallio, Eija Korpelainen, Dario Greco, Iiris Hovatta

## Abstract

MicroRNAs (miRNAs) are small regulatory molecules that cause post-transcriptional gene silencing. Although some miRNAs are known to have region-specific expression patterns in the adult brain, the functional consequences of the region-specificity to the gene regulatory networks of the brain nuclei are not clear. Therefore, we studied miRNA expression patterns by miRNA-Seq and microarrays in two brain regions, frontal cortex (FCx) and hippocampus (HP), which have separate biological functions. We identified 354 miRNAs from FCx and 408 from HP using miRNA-Seq, and 245 from FCx and 238 from HP with microarrays. Several miRNA families and clusters were differentially expressed between FCx and HP, including the miR-8 family, miR-182|miR-96|miR-183 cluster, and miR-212|miR-312 cluster overexpressed in FCx and miR-34 family overexpressed in HP. To visualize the clusters, we developed support for viewing genomic alignments of miRNA-Seq reads in the Chipster genome browser. We carried out pathway analysis of the predicted target genes of differentially expressed miRNA families and clusters to assess their putative biological functions. Interestingly, several miRNAs from the same family/cluster were predicted to regulate specific biological pathways. We have developed a miRNA-Seq approach with a bioinformatic analysis workflow that is suitable for studying miRNA expression patterns from specific brain nuclei. FCx and HP were shown to have distinct miRNA expression patterns which were reflected in the predicted gene regulatory pathways. This methodology can be applied for the identification of brain region-specific and phenotype-specific miRNA-mRNA-regulatory networks from the adult and developing rodent brain.

## Introduction

MicroRNAs (miRNAs) are highly conserved small regulatory molecules that cause post-transcriptional gene silencing by base pairing with target messenger RNA (mRNA) [1]. MiRNAs are processed from primary transcripts into ∼70-nt stem-loop precursors in the nucleus by Drosha-DGCR (DiGeorge Critical Region) complex, and then further cleaved by the Dicer enzyme in the cytoplasm into ∼23-nt functional sequences [2]. Mature mammalian miRNAs bind to their specific target sequences on the 3′-untranslated region (UTR) of mRNAs by imperfect base pairing, leading to mRNA cleavage or translational repression [3], [4]. Because one miRNA may have hundreds of target mRNAs, each miRNA has wide-reaching effects on gene expression, and together with their target mRNAs they form non-linear gene regulatory networks.

MiRNAs have diverse functions in the brain, including regulation of neuronal development and differentiation, synapse formation precursorand plasticity [5], [6], [7]. MiRNA expression levels seem to be dynamic in the mammalian brain since they are altered by environmental stimuli. For example, acute stress increases let-7a, miR-9 and miR-26a/b expression levels in the mouse frontal cortex (FCx), but not in the hippocampus (HP) [8], and miR-212 signalling in the rat striatum has a role in determining vulnerability to cocaine addiction [9]. Therefore, it is not surprising that miRNAs have been implicated in the etiology of several brain disorders, including Alzheimer's disease [10], [11], Parkinson's disease [12], schizophrenia [13], aggressive behavior [14], depression [15], and anxiety disorders [16], [17].

MiRNAs play an important role during development, and some miRNAs have specific temporal and spatial expression patterns (e.g. [18], [19], [20]), suggesting that they control particular developmental steps. In the adult brain, many miRNAs are widely expressed, but there are also miRNAs that show enrichment in specific brain regions [21], [22]. There is evidence that region-specific expression patterns of some miRNAs coincide with regional expression of their predicted target mRNAs [20], although it is currently not known how widely this phenomenon applies. However, the region-specificity of mRNA expression is well-characterized in the mouse brain [23], [24], [25], and since miRNAs are estimated to regulate the expression level of about 30% of the mammalian mRNAs [26], it is likely that at least some regulatory networks involving mRNAs and non-coding regulatory RNAs have region-specific expression patterns.

Brain region-specific miRNA expression patterns of the adult mouse have earlier been investigated with in situ hybridization, qPCR, and microarrays [20], [21]. The recent development of massively parallel sequencing techniques has enabled profiling of all expressed miRNAs in a given brain nucleus with a wide quantitative range, which is especially important in the brain where many genes are expressed on a relatively low level [23]. Therefore, we set out to investigate miRNA expression patterns in two brain regions, FCx which is involved in the processing of cognitive information and HP responsible for the context specificity and learning and memory. MiRNA expression patterns from the adult mouse brain were determined by miRNA-Seq using the Illumina Genome Analyzer and by Affymetrix miRNA microarray. Interestingly, several miRNA families and clusters comprising of multiple miRNAs were differentially expressed between FCx and HP. To identify biological pathways regulated by differentially expressed miRNAs, we predicted their target genes and carried out pathway analysis. Different pathways were identified as being enriched in FCx and HP emphasizing molecular diversity of these brain regions.

## Results

### Identification of miRNAs from FCx and HP by miRNA-Seq

To determine miRNA expression patterns in FCx and HP, we carried out miRNA-Seq using the Illumina Genome Analyzer II. We developed an indexing protocol that is based on the 5′ adaptor modification. Three cDNA libraries prepared from the same totalRNA and carrying different 6 bp indexes were sequenced individually, totaling three FCx and three HP samples (Figure S1). To test how the indexes performed when used together, we sequenced one library from both brain regions that contained equal amounts of each three separate indexes pooled together. Obtained sequences were trimmed and mapped against the miRBase, log2-transformed and normalized to obtain a relative miRNA expression level for all previously known miRNAs (see materials and methods for details).

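RNA from 3 mice was pooled for each region, so the 3 FCx libraries were made from 1 RNA pool and the 3 HP libraries from another. The libraries of a region differ in the index, a tag of 6 nt at the 3′ end of the 5′ adaptor, which T4 RNA ligase joins directly to the first nucleotide of the miRNA. The indexes are UUAGGC (index 3), CAGAUC (index 7) and GGCUAC (index 11). Each library was run once in a lane of its own (individual lane) and once in a lane shared by the 3 libraries of the region (pooled lane), which gave 12 lane files. For each lane file the authors deposited the number of reads that Bowtie aligned to each mature miRNA, without normalization, together with the positions of the reads that aligned to the mouse genome (NCBIM37). Index sorting, trimming and the alignment with up to 2 mismatches are therefore already included in the files. The methods also name the removal of short, mitochondrial and ribosomal reads, although alignments of under 14 nt are present in the genome alignment files. Divided by the 4 lanes of each region, the deposited files hold 626398 counts on miRNAs in FCx and 3053964 in HP.
Both runs of a library sample the same molecules, so their counts were summed and each index was 1 replicate (n = 3 libraries per region). Spread between the libraries of a region therefore includes the effect of the index and no difference between animals, and a test between the regions compares the libraries of 2 RNA pools. The summed libraries held 391410, 1461732 and 652449 counts in FCx (indexes 3, 7 and 11; median 652449) and 3206221, 4956117 and 4053518 in HP (median 4053518). Single lane files ranged from 117597 to 817573 counts in FCx (median 385489) and from 1026053 to 3172651 in HP (median 1910896), so FCx values rest on fewer reads. Expression is given as CPM, the counts of a miRNA per 1000000 counts on miRNAs of its library. Differential expression was tested with edgeR's quasi-likelihood test with TMM normalization on the 431 miRNAs with at least 2 counts in total in FCx or in HP. The same test was also fitted with the index as a block, which compares FCx and HP libraries of the same index, and the blocked values are given where they change a call. The reads carry no molecular identifiers, so confidence intervals and detection limits cover counting error only. Members of a family whose mature sequences differ at few positions can receive each other's reads when 2 mismatches are allowed.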

It is known that indexes with different nucleotide sequences might ligate to miRNAs with different efficacy [27]. To investigate if there was a bias in miRNA expression patterns due to the three different indexes, we calculated correlation coefficients for the pairwise comparisons of the three indexes (Figure S2). 

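Spearman correlation coefficients between the indexes were calculated across miRNAs on the CPM of the summed libraries, over all miRNAs with at least 2 counts in total in the region. In FCx the coefficient was 0.844 between indexes 3 and 7, 0.874 between indexes 3 and 11 and 0.811 between indexes 7 and 11, with a mean of 0.843 ± 0.0313 (SD of the 3 pairs). In HP it was 0.901, 0.912 and 0.867 for the same pairs, with a mean of 0.893 ± 0.0237. The miRNAs are not independent replicates and the pairs share libraries, so no p-value is given. The choice of miRNAs moved these values most. Over the 177 miRNAs with at least 10 counts in every FCx library the mean was 0.734, and over the 264 such miRNAs in HP it was 0.811.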

The correlation coefficients varied from R^2^ = 0.803 to 0.907 indicating no major ligation bias. Also, correlation between individually run and pooled samples was high in both FCx (R^2^ = 0.976) and HP (R^2^ = 0.978). 

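With the CPM averaged over the 3 indexes, the Spearman coefficient across miRNAs between the individual lanes and the pooled lane was 0.974 in FCx and 0.986 in HP. For single libraries, the individual and the pooled run of index 3, 7 and 11 correlated with 0.937, 0.969 and 0.945 in FCx and with 0.972, 0.981 and 0.974 in HP. The mean over the single libraries was 0.950 ± 0.0168 (SD, n = 3 libraries) in FCx and 0.976 ± 0.00490 in HP. Among miRNAs with at least 100 CPM, the median size of the log2 ratio of the pooled over the individual lane was 0.16 in FCx (142 miRNAs) and 0.18 in HP (134 miRNAs). A rerun of the same library thus gave nearer values than another index did. The pooled lane was not filled evenly. Index 7 made up 70.2% of its counts in FCx and 44.8% in HP, against 12.8% and 29.4% for index 3 and 16.9% and 25.8% for index 11. From the coefficients between the indexes, the paper concludes that there was no major ligation bias.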

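A correlation coefficient across all miRNAs describes their ranking from rare to abundant and leaves open how far single miRNAs differ between indexes. Each index occurs once in FCx and once in HP, so the effect of the index on single miRNAs was tested over the 6 summed libraries with the region in the model. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 264 of the 431 miRNAs (61.2%) differed between the indexes at an adjusted p under 0.05. The number was 214 with the pooled lanes only, the alternative with the lowest number, and 269 with DESeq2's size factors, the highest. The 139 miRNAs with a mean of at least 100 CPM hold 99.5% of all counts. Of these, 114 differed between the indexes, and 59 had at least a 4-fold range of CPM between indexes in FCx and again in HP. The same index was highest in both regions for 104 of the 139. Across these miRNAs, the log2 ratio between a pair of indexes in FCx correlated with the same ratio in HP with Pearson's r of 0.914 for indexes 3 and 7, 0.963 for 3 and 11 and 0.929 for 7 and 11. Spearman's rho was 0.859, 0.952 and 0.916. The permutation p was 1e-05 for each of the 3 relations, the smallest that 100000 permutations give, with miRNAs as the permuted units although they are not independent replicates. The same ratios correlated between individual and pooled lanes with r from 0.905 to 0.984.
The largest range was that of miR-137, with 31458, 26.7 and 61.3 CPM for indexes 3, 7 and 11 in FCx and 50060, 39.3 and 137 CPM in HP (adjusted p = 3.71e-89, same test). MiR-496 was highest with index 11, at 403 CPM in FCx and 460 CPM in HP, and lowest with index 7, at 4.79 and 9.89 CPM. MiR-380-3p had the same order, with 696 and 559 CPM for index 11 and 20.5 and 13.5 CPM for index 7. MiR-338-3p was highest with index 7, at 677 CPM in FCx and 769 CPM in HP, against 21.5 and 22.9 CPM with index 11. MiR-384-5p was highest with index 3, at 322 and 434 CPM, against 7.53 and 13.5 CPM with index 7. The adjusted p of these 4 miRNAs was between 1.12e-41 and 1.19e-30.

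**Figure D1:**
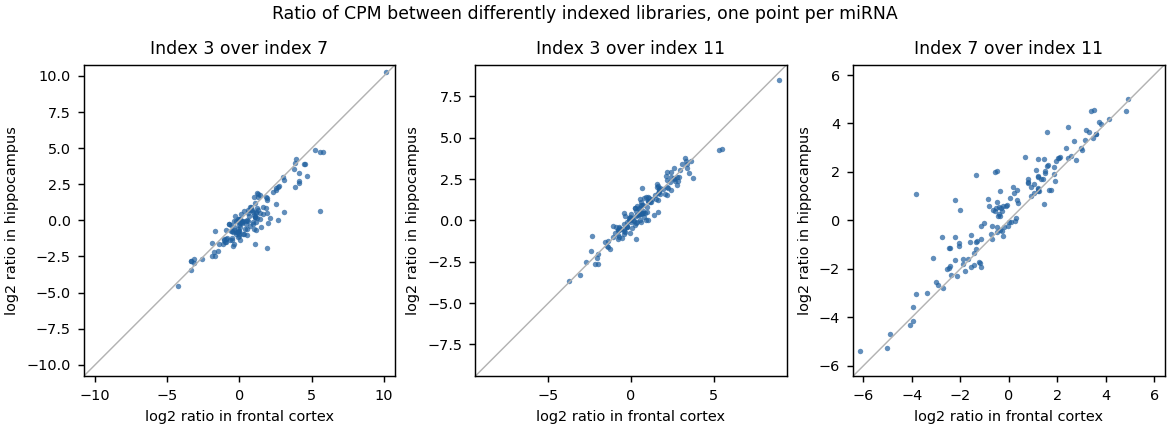
Log2 ratio of CPM between each pair of indexes in FCx (x axis) against the same ratio in HP (y axis), 1 point per miRNA with a mean of at least 100 CPM (139 miRNAs) and 1 panel per pair. The grey line marks equal ratios, and the points follow it over a range of several log2 units in all 3 panels (r = 0.914, 0.963 and 0.929).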

Because indexing did not significantly alter miRNA expression patterns, differently indexed libraries were treated as technical replicates in the subsequent analyses.

Sequencing of the libraries resulted in on average 6.22 million (FCx) and 5.65 million (HP) short reads per library (Table 1), which corresponded to 354 detected previously known miRNAs in FCx and 408 in HP.

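Counting a miRNA as detected when its counts summed over the 6 lane files of a region reached at least 2, 370 miRNAs were detected in FCx and 427 in HP, out of 469 listed in any file. With 1 count as the minimum the numbers were 420 and 452, and with 10 counts 300 and 349. A minimum of 2 counts in at least 1 lane file, chosen after seeing the data, gave 354 in FCx and 408 in HP, the numbers that the paper states. At least 2 counts in every library of the region were found for 263 miRNAs in FCx and 327 in HP, the lowest numbers of the alternatives. Detected in both regions were 366 miRNAs. Of the 61 detected only in HP, the median was 5 counts over all HP files and the highest was miR-17 with 29 counts. At the depth of FCx, 52 of the 61 would be expected at under 2 counts, so their absence from FCx was not detectable at this depth. Of the 4 detected only in FCx, miR-96 had the highest number, 33 counts. When the HP counts were drawn at random down to the FCx total of 2505591, a median of 362 miRNAs were detected in HP over 100 draws (range 352 to 374), near the number in FCx. Only the totals of the regions were matched, and not the depth of each library. Detection limits of 3 counts correspond to 1.20 CPM in FCx and 0.246 CPM in HP over all files of a region.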

**Table 1:** Bioinformatic workflow of miRNA-Seq data and the number of obtained reads.

	Frontal Cortex	Hippocampus
**# of technical replicates**	6	6
**# of pre-filtered reads after base calling**	6 223 794	5 652 753
**# of sorted reads with indexes**	5 554 153	5 246 449
**Indexing efficiency (%)**	89.2	92.8
**Distribution of indexes (%):Index 3 (UUAGGC)**	40.5	23.5
** Index 7 (CAGAUC)**	33.7	36.8
** Index 11 (GGCUAC)**	25.8	39.7
**# of trimmed reads without mitochondrial and ribosomal sequences**	1 778 620	4 387 680
**# of reads aligning against mouse genome**	1 043 842	3 546 816
**# of reads aligning against miRBase**	626 398	3 053 964
**# of known miRNAs**	415	446
**# of reads aligning against miRBase with ≥2 reads**	626 329	3 053 908
**# of known miRNAs with ≥2 reads**	354	408

### Identification of miRNAs from FCx and HP by Affymetrix miRNA array

To compare miRNA expression patterns obtained by miRNA-Seq with an independent method, we analyzed FCx and HP miRNA expression also with Affymetrix GeneChip® miRNA arrays. They contain four probe sets for each of the 609 mouse miRNAs from the miRBase v11. Three biological replicates from FCx and HP were analyzed on independent arrays. We detected 245 miRNAs from FCx and 238 from HP.

### Comparison of the miRNA expression patterns obtained by miRNA-Seq and microarrays

The number of miRNAs detected by both platforms was 212 in FCx and 222 in HP (Figure 1A and B). We next analyzed the similarities of the miRNA expression patterns obtained by the two methods using two approaches. First, normalized count numbers obtained from miRNA-Seq were plotted against normalized microarray signal levels (Figure 1 C and D). 

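The mean CPM of the 3 summed libraries was compared with the mean of the 3 arrays per region in the paper's Table S4, where the values are log2 signals after RMA normalization. Over the 367 miRNAs that had at least 2 counts in FCx and a value in that table, the Spearman coefficient across miRNAs was 0.596. Over the 422 such miRNAs in HP it was 0.619. Both had a permutation p of 1e-05 (2 relations, two-sided), the smallest that 100000 permutations give, and miRNAs are not independent replicates. Pearson's r between log2 CPM and the array signal was 0.650 in FCx and 0.655 in HP. Present calls of the arrays were not used here, so miRNAs that the arrays did not detect are included. The minimum count moved the coefficients most. With at least 10 counts in the region it was 0.494 over 298 miRNAs in FCx and 0.549 over 347 miRNAs in HP. With the libraries of a single index in place of the mean, it was 0.582, 0.569 and 0.557 in FCx (indexes 3, 7 and 11) and 0.606, 0.611 and 0.618 in HP.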

The Spearman correlation coefficient between the two methods was 0.50 in FCx and 0.49 in HP. Second, we ranked the miRNAs from both platforms according to their normalized expression levels and compared the similarities between the ordered lists giving more weight on the miRNAs that were expressed on a high level (top ranks) or low level (bottom ranks). According to the rank test, miRNA expression patterns from miRNA-Seq and microarrays were significantly similar to each other both in FCx and HP (p-value <0.001) (Figure 1 E and F). These analyses suggested good correlation between the two methods, as shown before [28].

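A similarity score of the same kind was calculated by ranking the miRNAs by mean CPM and by mean array signal and adding up the number of miRNAs shared among the first ranks and among the last ranks, with weights that fall exponentially and reach 1e-05 at rank 100. The score was 52.2 in FCx, where 1000 random orders gave a mean of 7.20 and a highest score of 29.3. In HP it was 43.5, with a mean of 6.14 and a highest score of 24.0 among random orders. The permutation p was 0.001 in each region (one-sided), the smallest that 1000 random orders give. Among the 50 most abundant miRNAs of each platform 28 were shared in FCx and 30 in HP, where 6.81 and 5.92 are expected by chance. Among the 50 least abundant, 20 were shared in FCx and 14 in HP, so the top of the lists overlapped more than the bottom. Weights that reach their lowest value at rank 50 or 150, chosen after seeing the data, also gave p = 0.001 in these permutations in both regions. From its rank test, the paper describes the expression patterns of both methods as significantly similar.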

**Figure 1:**
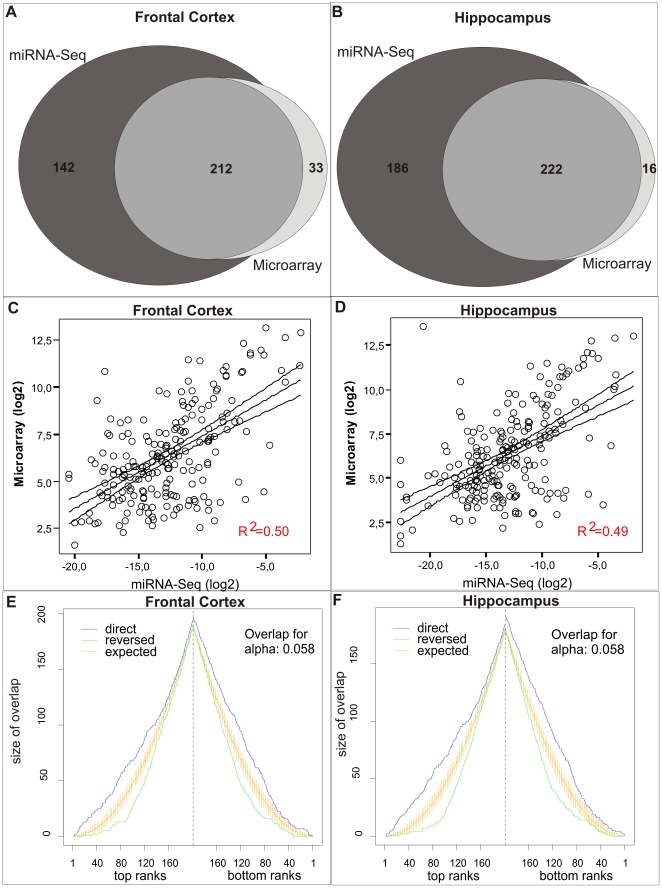
Number of miRNAs detected by miRNA-Seq and microarrays, and comparison of the two platforms. Number of miRNAs detected by miRNA-Seq (**a**) in frontal cortex and (**b**) in hippocampus. (**c and d**) Comparison of normalized count numbers from miRNA-Seq with normalized signal intensity from microarrays in frontal cortex and hippocampus samples for miRNAs detected with both platforms. R^2^ = Spearman correlation coefficient for pairwise comparison. Similarity of ranked expression value lists for (**e**) frontal cortex and (**f**) hippocampus resulting from miRNA-Seq and microarrays as analyzed by the OrderedList package in R/Bioconductor. Expected refers to the expected overlap and 95% confidence interval is shown. Both lists are more similar than expected by chance in the direct order (from the largest to the smallest expression value; P<0.001).

Next, we examined the relative distributions of the most abundant miRNAs by platform. 

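In FCx the most abundant miRNAs by mean share of counts were let-7c, miR-128 with 19.4% ± 1.58 (SD, n = 3 libraries), let-7b with 9.09% ± 0.955, miR-29a with 8.49% ± 5.90 and let-7a with 7.46% ± 1.00. In HP they were let-7c, let-7a with 8.88% ± 1.86, let-7b with 8.75% ± 0.258, miR-128 with 8.17% ± 2.51 and miR-29a with 8.09% ± 5.32. Ranked by array signal (Table S4), FCx shared let-7a, let-7b, let-7c, let-7d, let-7e, miR-26a, miR-124, miR-125b-5p, miR-128 and miR-132 with the miRNA-Seq ranking. In HP the shared miRNAs were let-7b, let-7c, let-7d, let-7e, miR-26a, miR-124 and miR-125b-5p. Only miRNA-Seq ranked miR-29a, let-7f, let-7g, miR-9 and miR-137 among the first 15 in both regions. Only the arrays ranked miR-709, miR-24, miR-138 and miR-23b there in both regions. Places in the miRNA-Seq ranking depend on the index for some of these miRNAs, since the SD of the share of miR-137 exceeded its mean in FCx (1.81% SD) and in HP (2.89% SD).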

Of the 15 most abundant miRNAs 10 were shared between both methods in FCx and seven in HP (Figure 2). In miRNA-Seq data, the 15 most abundant miRNAs constituted 86% of all counts in FCx and 87% in HP, while in the microarray data, the 15 most abundant miRNAs constituted only 60% of the total signal in FCx and 63% in HP. 

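The 15 most abundant miRNAs held 86.0% ± 3.11 of the counts of a library in FCx (SD, n = 3 libraries) and 86.8% ± 3.07 in HP. For indexes 3, 7 and 11 the share was 82.5%, 87.5% and 88.2% in FCx and 85.4%, 84.8% and 90.3% in HP. The 95% binomial confidence intervals (Wilson) of these single shares were narrow, from 82.4% to 82.6% for the shallowest library, so the differences between indexes were far larger than the counting error. Between the regions the shares did not differ (exact permutation test, two-sided, p = 0.8, where the smallest p that 3 libraries against 3 allow is 0.1). With the counts of all lanes summed before the share was taken, it was 87.3% in FCx and 87.0% in HP. Taken from the array signals of Table S4 on the linear scale, the 15 most abundant miRNAs made up 62.6% ± 0.611 of the signal in FCx (SD, n = 3 arrays) and 63.0% ± 0.454 in HP. The arrays were quantile-normalized, which makes their signal distributions alike, so like shares do not measure a likeness of the regions.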

As an example, let-7c was highly expressed in both platforms but the proportion of its expression level was much higher in miRNA-Seq (21% in FCx and 27% in HP of all counts) compared to its proportional expression detected by microarrays (6% in FCx and 8% in HP of all signal). This finding most likely reflects differences between the sample preparation, including a PCR amplification step in the miRNA-Seq but not in the microarray protocol, and the fact that the microarrays contain probes for several species putatively allowing cross hybridization and dilution of the signal of the conserved miRNAs.

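Let-7c took up 21.1% ± 3.17 of the counts in FCx (SD, n = 3 libraries) and 27.4% ± 0.923 in HP. The libraries with index 3, 7 and 11 held 18.8%, 24.7% and 19.8% in FCx and 27.1%, 28.5% and 26.7% in HP. Every HP library was thus above every FCx library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The pooled lanes alone gave 20.0% in FCx and 25.8% in HP, the only alternative that moved the HP share by more than its SD. On the arrays (Table S4), let-7c made up 6.92% ± 0.691 of the signal in FCx (SD, n = 3 arrays) and 7.84% ± 0.582 in HP. Other members of the let-7 family differ from let-7c at few positions, so its count depends on how the alignment placed reads with mismatches.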

**Figure 2:**
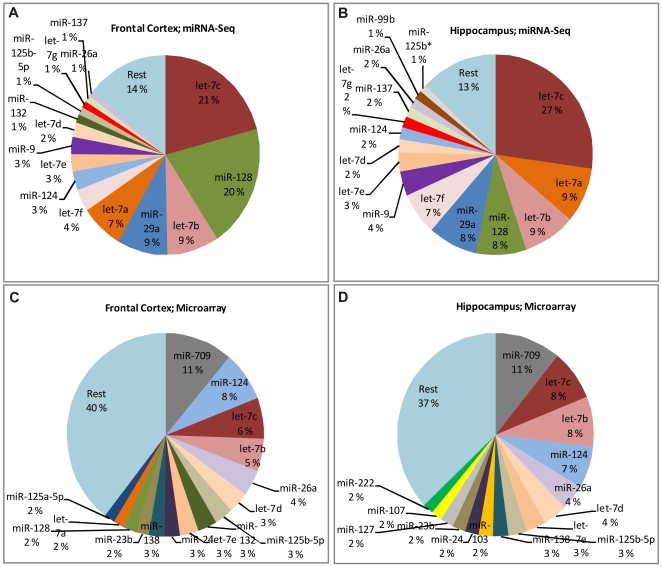
The most abundant miRNAs in frontal cortex and hippocampus. Distribution of normalized counts (miRNA-Seq) or signal intensity (microarrays) for the 15 most abundant miRNAs. (**a**)> miRNA-Seq from frontal cortex, (**b**) miRNA-Seq from hippocampus, (**c**) microarray from frontal cortex, and (**d**) microarray from hippocampus.

### Several miRNA families and clusters are differentially expressed between FCx and HP

MiRNAs that are differentially expressed between FCx and HP are expected to contribute to functional differences between the brain regions. Therefore, we identified miRNAs that are differentially expressed (p<0.05) between FCx and HP by miRNA-Seq, microarrays or both (Table S1). We detected 36 differentially expressed miRNAs (20 upregulated in FCx and 16 in HP) by miRNA-Seq and 55 (28 upregulated in FCx and 27 in HP) by microarrays. 

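Over the 431 miRNAs tested in the summed libraries, 17 miRNAs had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, 14 of them expressed on a higher level in FCx and 3 in HP. With the index as a block, 119 miRNAs had an unadjusted p under 0.05, 30 higher in FCx and 89 higher in HP, and all 17 were among them. When each of the 12 lane files entered as a sample of its own, 47 miRNAs passed, 20 higher in FCx and 27 in HP. The paper's methods name an exact test in edgeR and do not mention TMM normalization. With edgeR's exact test on the lane files with a common dispersion and no TMM normalization, 32 passed, 24 higher in FCx and 8 in HP. The same test with TMM normalization, chosen after seeing the values, gave 40, of which 17 were higher in FCx and 23 in HP. Runs of the same library are not separate replicates, and these fits treat them as if they were.
The division between FCx and HP depends on the scaling of the libraries. With TMM normalization the median log2 fold change of FCx over HP was -0.37 over all miRNAs, and with library totals in its place it was 0.03. In the blocked fit, 54 miRNAs were then higher in FCx and 39 in HP, so that the share of calls higher in FCx moved from 25.2% to 58.1%. Apart from the miRNAs of Table 2, those that the text of the paper names with a value or locus (such as miR-7a) and those called by both platforms, the smallest p were those of miR-183*, let-7d* and miR-1224 in FCx and of let-7f, miR-98 and miR-488* in HP. Let-7d* was at 137 ± 11.9 CPM in FCx and 16.5 ± 3.64 CPM in HP (SD, n = 3 libraries each), a log2 fold change of 2.65 (standard error 0.80, adjusted p = 0.300 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p in the blocked fit was 4.91e-16. MiR-1224 had 474 ± 244 CPM in FCx and 59.0 ± 47.7 CPM in HP, with a log2 fold change of 2.83 (standard error 0.91, adjusted p = 0.376, blocked 1.55e-18). Higher in HP were let-7f, with a log2 fold change of -1.31 (standard error 0.57, adjusted p = 0.992, blocked 0.00176), and miR-98, with -1.76 (standard error 0.81, adjusted p = 0.992, blocked 8.15e-06). Across the alternatives without a block, the adjusted p of these 4 miRNAs ran from 0.000521 to 1.0, and across those with a block from 3.93e-27 to 0.352. Counts of miR-183* were 1, 5 and 1 in FCx and 0 in HP, and counts of miR-488* were 0 in FCx and 3, 3 and 8 in HP for indexes 3, 7 and 11.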

The overlap of the differentially expressed miRNAs detected in both platforms, however, was relatively low with nine miRNAs in FCx and four in HP. 

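Of the 28 miRNAs that the paper's Table S1 lists as higher in FCx by microarrays, 27 were among the miRNAs tested here, and 17 of the 27 had a positive log2 fold change of FCx over HP. Those with an unadjusted p under 0.05 as well were 5, namely miR-429, miR-200a, miR-200b, miR-182 and miR-200c. Of the 27 listed as higher in HP, 25 were tested and 22 had a negative log2 fold change, while 0 of them had an unadjusted p under 0.05 in the fit without a block. With the index as a block, 11 were shared in FCx and 10 in HP. The scaling moved the shared direction, since with library totals in place of TMM normalization 22 of the 27 and 14 of the 25 had the direction of the arrays. Of the 36 miRNAs that Table S1 lists by miRNA-Seq, the fit without a block called 13 of the 20 higher in FCx and 2 of the 16 higher in HP, and the blocked fit called 18 and 10.
Outside the families of Table 2, the study lists miR-490 and miR-383 in FCx and miR-425* and miR-218-2* in HP by both platforms. MiR-490 was at 38.0 ± 13.7 CPM in FCx and 11.3 ± 3.14 CPM in HP (SD, n = 3 libraries), a log2 fold change of 1.37 (standard error 0.87, adjusted p = 0.992, blocked 0.00221, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MiR-383 was at 3034 ± 676 and 874 ± 229 CPM, a log2 fold change of 1.42 (standard error 0.70, adjusted p = 0.992, blocked 5.25e-05). MiR-425* had 0, 21 and 0 counts in FCx and 23, 199 and 15 in HP for indexes 3, 7 and 11. Its log2 fold change was -1.60 (standard error 1.44, adjusted p = 0.992, blocked 0.00599). Across the fits without a block that left out an index or library it ran from -8.35 to -0.10. The value of -8.35 is that without the FCx library of index 7, where 0 counts remain in FCx. MiR-218-2* had 1, 9 and 0 counts in FCx and 14, 103 and 7 in HP, with a log2 fold change of -1.57 (standard error 1.25, adjusted p = 0.992). In edgeR's blocked fit it passed at an unadjusted p of 0.0107, and is among the 10 shared in HP, but not at an adjusted p (0.0569). With an index or library left out, its log2 fold change ran from -3.11 to -0.08. Over all alternatives the adjusted p of these 4 miRNAs lay between 2.52e-13 and 0.999.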

P-values derived from the microarray and miRNA-Seq analyses are not independent, but correlated. For that reason, widely accepted multiple testing correction methods, such as Holm-Bonferroni [29] and Benjamini-Hochberg [30], produce strongly conservative and unrealistic results. 

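After Benjamini-Hochberg adjustment over 431 miRNAs, miR-200c and miR-183, both higher in FCx, had an adjusted p under 0.05 in edgeR's quasi-likelihood test of the summed libraries, and 0 miRNAs higher in HP did (3 at an unadjusted p). Neither of the pair remained under 0.05 when the libraries of any single index were left out of both regions, when the HP library of index 3 or of index 11 was left out, or when only the pooled lanes were used. Each of these fits gave 0 miRNAs at an adjusted p under 0.05, with 12 to 18 at an unadjusted p. Both remained when a single FCx library was left out, and without the FCx library of index 11 or without the HP library of index 7 there were 7 miRNAs. With the index as a block, 77 miRNAs had an adjusted p under 0.05, of which 22 were higher in FCx and 55 in HP, and with library totals in place of TMM normalization in that fit 56 did, of which 36 were higher in FCx and 20 in HP. The 12 lane files taken as separate samples gave 15 miRNAs, edgeR's exact test with a common dispersion gave 14, and DESeq2's Wald test on the summed libraries gave 12. The test without a block was also run on simulated counts in which 200 of the 431 miRNAs differed 4-fold between regions on top of the measured differences between indexes. It recovered 0 of the 200 at an adjusted p under 0.05, whereas the blocked test recovered 132 (66.0%), with 32 calls among the unchanged miRNAs. Over 10 further draws of such counts the blocked test made 2 to 27 calls among the unchanged miRNAs (median 17).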

Applying Benjamini-Hochberg correction reduced the number of differentially expressed miRNAs with FDR <0.05 to four in the case of microarray and 13 in miRNA-Seq. Taking into account the nature of the data, multiple testing correction was not used as a selection criterion for this study.

Interestingly, we identified several miRNA families and clusters being differentially expressed between FCx and HP (Table 2). These included miR-8 family overexpressed in FCx and comprising of miRNAs from two chromosomal clusters, miR-429, miR-200a, miR-200a*, miR-200b, and miR-200b* from chromosome 4, and miR-141 and miR-200c from chromosome 6. Also, a chromosome 6 cluster with miR-182, miR-96, and miR-183 and a chromosome 11 cluster with miR-212 and miR-312 were expressed on a higher level in FCx. 

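In NCBIM37 the hairpins of the chromosome 4 cluster lie on the minus strand of chromosome 4, miR-429 at 155428014 to 155428096, miR-200a at 155429005 to 155429094 and miR-200b at 155429790 to 155429859. All 3 are within an intron of the protein-coding gene Ttll10, on its strand, and within the noncoding transcript Gm13648. The hairpins of miR-141 (124667932 to 124668003) and miR-200c (124668340 to 124668408) lie on the minus strand of chromosome 6, within an intron of the noncoding transcript Gm15884 and 964 and 1372 nt from Phb2, the nearest protein-coding gene. Genome alignments over the 3 hairpins on chromosome 4 came to 1694 ± 1545 per 1000000 aligned reads in FCx (SD, n = 3 libraries; 9285 reads) and 61.6 ± 49.0 in HP (925 reads). Over both hairpins on chromosome 6 there were 67.0 ± 14.9 per 1000000 in FCx (288 reads) and 0.516 ± 0.262 in HP (7 reads). The total of aligned reads includes alignments under 14 nt, 494306 of 4587713 in FCx and 483155 of 14631970 in HP. This lowers the values per 1000000 more in FCx than in HP.
MiR-200c was at 134 ± 70.1 CPM in FCx and 0.678 ± 0.230 CPM in HP (SD, n = 3 libraries), a log2 fold change of 7.10 (standard error 1.07, adjusted p = 0.0183 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MiR-200a had 1358 ± 1550 and 25.6 ± 30.3 CPM, with a log2 fold change of 5.71 (standard error 1.36, adjusted p = 0.119). MiR-200b had 858 ± 858 and 25.7 ± 26.6 CPM, with a log2 fold change of 4.47 (standard error 1.04, adjusted p = 0.119). MiR-429 had 736 ± 1040 and 21.7 ± 32.3 CPM, with a log2 fold change of 5.14 (standard error 1.68, adjusted p = 0.376). MiR-141, miR-200a* and miR-200b* had log2 fold changes of 6.54, 4.42 and 5.50, each with an adjusted p of 0.163. The large SDs follow the index. MiR-429 had 39, 2830 and 112 counts in FCx and 5, 292 and 19 in HP for indexes 3, 7 and 11, so FCx was higher within each index. The 6 family members other than miR-200c passed an adjusted p of 0.05 with the index as a block, where their adjusted p was between 5.10e-44 (miR-200a) and 7.01e-06 (miR-200a*). Without a block all 6 also passed it with the 12 lane files as samples, in edgeR's exact test and in DESeq2's Wald test, and some of them with no filter or with a library left out. The log2 fold change of all 7 was positive in every alternative, and across the alternatives their adjusted p ran from 6.04e-13 to 0.999 without a block and from 1.87e-87 to 0.0771 with one. Without the FCx library of index 7, the log2 fold change of miR-429 was 2.74 and that of miR-200a 4.22. The mature sequences of miR-141 and miR-200a differ at 1 of 21 positions, as do those of miR-200c and miR-200b. MiR-141 received 151 counts in FCx against 42 genome alignments at its hairpin, so its count is uncertain. From the common direction of the members and their places in the genome, the paper proposes that families and clusters contribute to the expression patterns of the regions.

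**Figure D2:**
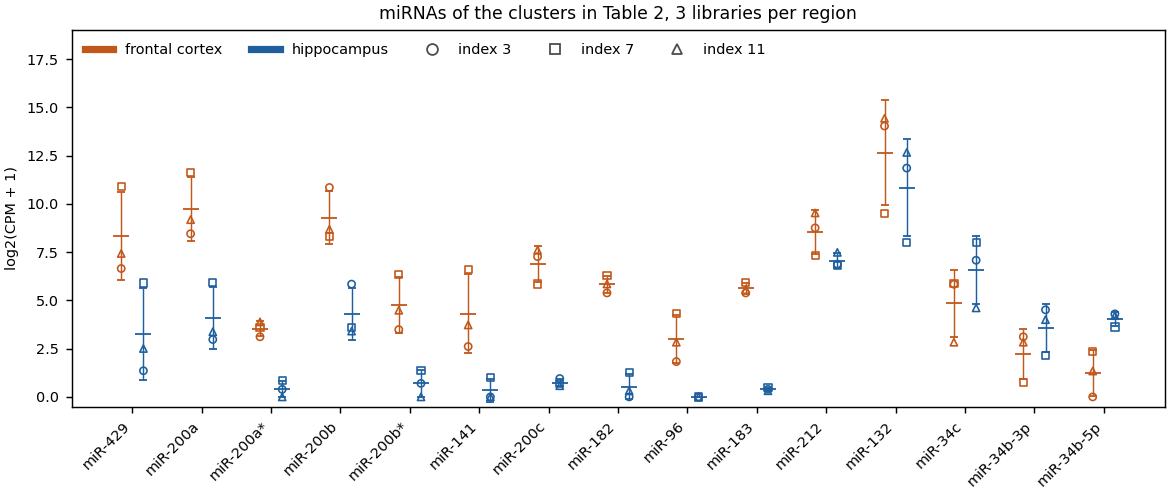
Log2(CPM + 1) of 15 miRNAs of Table 2 in FCx (orange) and HP (blue), with an open symbol for each library by its index and a bar for the mean ± SD of 3 libraries. MiR-34c*, with 0 counts in FCx and 3 in HP, is not drawn, and the same index tends to lie high or low in both regions, as for miR-429.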

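The hairpins of miR-182 (30115918 to 30115992), miR-96 (30119446 to 30119551) and miR-183 (30119668 to 30119737) lie on the minus strand of chromosome 6 in NCBIM37, outside annotated genes, with Nrf1 as the nearest protein-coding gene. MiR-183 was at 48.8 ± 9.63 CPM in FCx and 0.321 ± 0.0788 CPM in HP (SD, n = 3 libraries), with 133 and 4 counts and a log2 fold change of 6.73 (standard error 1.09, adjusted p = 0.0183 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MiR-182 was at 58.1 ± 17.9 and 0.553 ± 0.754 CPM, with 165 and 8 counts and a log2 fold change of 6.31 (standard error 1.31, adjusted p = 0.0908, blocked 8.67e-33). MiR-96 had 1, 28 and 4 counts in FCx for indexes 3, 7 and 11 and 0 in HP. Scaled for depth, its observed FCx count was 53.6 times the 3 counts that a count of 0 allows in HP (adjusted p = 0.119, blocked 2.87e-08 in edgeR). The ratio takes the FCx count as exact, so it is not a lower limit. Most of its counts are from index 7, and without that index the ratio fell to 11.6. Across the alternatives the log2 fold changes of the 3 miRNAs stayed positive, with adjusted p from 1.21e-09 to 0.944 without a block and from 1.73e-36 to 0.224 with one. Genome alignments over the 3 hairpins came to 61.9 ± 32.2 per 1000000 aligned reads in FCx (322 reads) and 0.691 ± 0.640 in HP (11 reads).
On chromosome 11, miR-212 (74986890 to 74986980) and miR-132 (74987167 to 74987267) lie on the plus strand within an intron of the long noncoding RNA 1700016P03Rik. The cluster is described here with miR-132, as in Table 2. MiR-212 was at 443 ± 291 CPM in FCx and 136 ± 37.2 CPM in HP, a log2 fold change of 1.18 (standard error 0.82, adjusted p = 0.992, blocked 0.00233). MiR-132 was at 13232 ± 11152 and 3488 ± 3131 CPM, a log2 fold change of 1.21 (standard error 1.23, adjusted p = 0.992, blocked 1.02e-04). MiR-132 had 6578, 1069 and 14458 counts in FCx and 11900, 1250 and 26354 in HP for indexes 3, 7 and 11, so the range between indexes was wider than the difference between regions. Both stayed higher in FCx in every alternative, with adjusted p from 0.204 to 0.999 without a block and from 2.06e-13 to 0.104 with one. The size of the difference was less stable. With an index or library left out, the log2 fold change ran from 0.60 to 2.11 for miR-212 and from 0.53 to 2.80 for miR-132. Genome alignments over the pair of hairpins came to 7949 ± 5931 per 1000000 in FCx and 3748 ± 2777 in HP. They are set against all genome alignments, of which a smaller part lies on miRNAs in FCx than in HP.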

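The hairpins of miR-34c (50911139 to 50911215) and miR-34b (50911667 to 50911750) lie on the minus strand of chromosome 9 in NCBIM37, outside annotated genes and 956 and 1484 nt from the nearest protein-coding gene, 4833427G06Rik. MiR-34c was at 40.2 ± 29.5 CPM in FCx and 138 ± 116 CPM in HP (SD, n = 3 libraries), a log2 fold change of FCx over HP of -2.01 (standard error 1.07, adjusted p = 0.992 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the index as a block it was -2.09 (adjusted p = 5.50e-09). MiR-34b-5p was at 1.88 ± 2.07 and 15.8 ± 3.98 CPM, with 7 and 187 counts and a log2 fold change of -3.06 (standard error 1.13, unadjusted p = 0.0213, adjusted p = 0.655, blocked 4.31e-05 in edgeR). MiR-34b-3p was at 4.83 ± 3.67 and 13.4 ± 9.31 CPM, with 8 and 148 counts and a log2 fold change of -2.17 (standard error 1.14, adjusted p = 0.992, blocked 0.00385). With library totals in place of TMM normalization, the blocked adjusted p of miR-34b-3p was 0.0543. Of miR-34c* there were 0 counts in FCx and 1, 0 and 2 in HP, under what these depths can tell apart from 0 in FCx. The log2 fold changes of miR-34c, miR-34b-5p and miR-34b-3p stayed negative in every alternative, with adjusted p from 0.0120 to 0.999 without a block and from 5.50e-09 to 0.152 with one. Genome alignments over both hairpins came to 25.4 ± 18.5 per 1000000 aligned reads in FCx (118 reads) and 141 ± 95.7 in HP (2074 reads).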

Mir-34 family transcribed from a chromosome 9 cluster and including miR-34c, miR-34c*, miR-34b-3p, and miR-34b-5p was expressed on a higher level in HP. Three miRNAs in FCx (miR-128, miR-129-5p, and miR-344) and one miRNA in HP (miR-7a) map to two chromosomal loci (Table S1). These data suggest contribution of specific miRNA clusters and families in the region-specific miRNA expression patterns. This finding is supported by previous observations regarding miRNA clusters regulating specific signaling pathways [22], [31].

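MiR-7a, the miRNA of this group that the study called by miRNA-Seq, has the mature sequence UGGAAGACUAGUGAUUUUGUUG, which occurs in a hairpin on the plus strand of chromosome 7 (86033163 to 86033259, outside annotated genes and 7481 nt from Aen) and in a hairpin on the minus strand of chromosome 13 (58494140 to 58494247, in an intron of Hnrnpk). It was at 148 ± 139 CPM in FCx and 566 ± 548 CPM in HP (SD, n = 3 libraries), with 120, 127 and 32 counts in FCx and 3787, 1925 and 523 in HP for indexes 3, 7 and 11. The log2 fold change of FCx over HP was -2.45 (standard error 0.96, unadjusted p = 0.0273, adjusted p = 0.742 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p with the index as a block was 7.37e-12, and across all alternatives the adjusted p lay between 2.63e-12 and 0.999 with a negative log2 fold change throughout. With an index or library left out, the log2 fold change without a block ran from -2.99 to -1.32. Genome alignments at the chromosome 7 hairpin came to 63.8 ± 63.9 per 1000000 aligned reads in FCx and 360 ± 351 in HP, and at the chromosome 13 hairpin to 24.7 ± 14.9 and 140 ± 130. The files place each read at 1 position, so reads of the shared mature sequence were divided between both loci by the aligner and do not show which locus is transcribed.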

**Table 2:** MiRNA families and clusters differentially expressed between frontal cortex and hippocampus.

miRNAs over- expressed in FCx	Chr	Cluster #	Detected by	Expression level in FCx by MA	Expression level in HP by MA	MiRNA-Seq FCx count concentration	MiRNA-Seq HP count concentration	Fold change	p-value
mmu-miR-429	4	1	MA; MS	3.57	2.05	7.46E-04	2.32E-05	2.86; 32.16	5.3E-03; 1.1E-08
mmu-miR-200a	4	1	MA; MS	3.45	1.56	1.36E-03	2.58E-05	3.69; 52.59	1.3E-02; 2.6E-10
mmu-miR-200a*	4	1	MS			1.04E-05	3.18E-07	32.86	4.3E-05
mmu-miR-200b	4	1	MA; MS	2.53	1.22	8.42E-04	2.62E-05	2.48; 32.19	5.0-E03; 1.1E-08
mmu-miR-200b*	4	1	MS			3.46E-05	8.20E-07	42.85	1.1E-07
mmu-miR-141	6	2	MS			4.16E-05	3.63E-07	118.58	8.2E-09
mmu-miR-200c	6	2	MA; MS	4.19	0.95	1.41E-04	5.44E-07	9.43; 263.86	5.6E-03; 7.8E-13
mmu-miR-182	6	3	MA; MS	5.47	1.81	5.38E-05	5.09E-07	12.58; 103.93	3.5E-04; 1.3E-09
mmu-miR-96	6	3	MS			8.74E-06	8.78E-16	FCx only	1.8E-05
mmu-miR-183	6	3	MS			5.10E-05	1.47E-07	336.12	4.9E-11
mmu-miR-212	11	4	MA; MS	8.91	8.28	4.54E-04	1.40E-04	1.55; 3.24	1.3E-02; 2.6E-02
mmu-miR-132	11	4	MA; MS	11.71	10.71	1.34E-02	3.56E-03	2.00; 3.77	1.8E-03; 1.2E-02
**miRNAs overexpressed in HP**	**Chr**	**Cluster #**	**Detected by**	**Expression level in FCx by MA**	**Expression level in HP by MA**	**MiRNA-Seq FCx count concentration**	**MiRNA-Seq HP count concentration**	**Fold change**	**p-value**
mmu-miR-34c	9	5	MA; MS	4.12	7.20	4.05E-05	1.42E-04	8.44; 3.49	1.3E-03; 2.0E-02
mmu-miR-34c*	9	5	MA	3.30	6.00			6.50	4.1E-04
mmu-miR-34b-3p	9	5	MA; MS	2.76	4.87	2.30E-06	1.49E-05	4.31; 6.59	7.3E-03; 5.6E-03
mmu-miR-34b-5p	9	5	MS			1.55E-06	1.61E-05	9.77	3.1E-04

Differentially expressed (P<0.05) miRNAs between frontal cortex and hippocampus and belonging to miRNA families or clusters are shown. Microarray data is given as average normalized (log transformed) signal intensity. MiRNA-Seq count concentration refers to normalized expression levels from edgeR. Please see Table S1 for a full list of differentially expressed miRNAs. FCx  =  frontal cortex, Chr  =  chromosome, Start  =  start position of the sequence in genomic alignment, End  =  end position of the sequence in genomic alignment, AS  =  antisense, S  =  sense, MS  =  miRNA-Seq, MA  =  microarray.

### Visualization of miRNA-Seq reads in their genomic context

To inspect the miRNA clusters in their genomic context we added support for genomic alignments of miRNA-Seq reads in the open source software Chipster Viewer (http://chipster.csc.fi/beta/). The interactive genome browser of Chipster Viewer allows the visualization of next generation sequencing data such as ChIP-Seq, RNA-Seq and exome-Seq in the genomic context using Ensembl annotations. It also contains preprocessing functionality which converts SAM files to BAM format and performs sorting and indexing for BAM files. As an example, Figure 3 shows visualization of miR-8 family (miR-429, miR-200a, miR-200a*, miR-200b and miR200b*) located on chromosome 4.

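In the individual lanes with index 11, 567 of 1254464 genome alignments in FCx and 59 of 4028568 in HP fell within the 1846 nt from 155428014 to 155429859 of chromosome 4 (NCBIM37). This is 452 per 1000000 in FCx and 14.6 per 1000000 in HP. All of them were on the minus strand and inside the 3 hairpins. The 3′ arms, from which miR-429, miR-200a and miR-200b are derived, had 83, 268 and 196 alignments in FCx and 12, 21 and 26 in HP. The 5′ arms had 0, 7 and 13 alignments in FCx and 0, 0 and 0 in HP, so miR-200a* and miR-200b* were seen in this FCx lane file and were not detectable in that of HP. The most frequent fragment was TAACACTGTCTGGTAACGATGT at 155429020 to 155429041, the miR-200a sequence, with 264 reads in FCx and 21 in HP. TAATACTGCCTGGTAATGATGA at 155429794 to 155429815 (miR-200b) had 189 and 25 reads, and TAATACTGTCTGGTAATGCCGT at 155428025 to 155428046 (miR-429) had 81 and 12. The positions and arms were counted in 1 lane file per region. Over both lanes of each library, alignments at the 3 hairpins were more frequent in FCx than in HP with every index, and least frequent with index 11 in both regions.

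**Figure D3:**
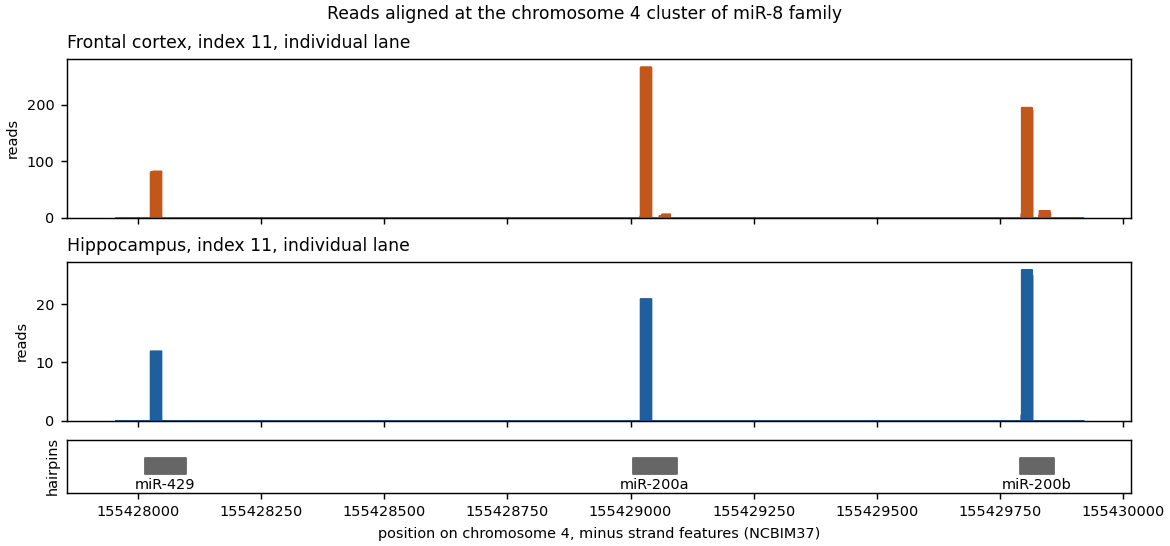
Number of genome alignments covering each position of the chromosome 4 cluster (NCBIM37) in the individual lanes with index 11, for FCx (567 alignments) and HP (59 alignments), with a separate y axis for each. The bars mark the hairpins of miR-429, miR-200a and miR-200b, and the coverage lies over their 3′ arms in both regions.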

**Figure 3:**
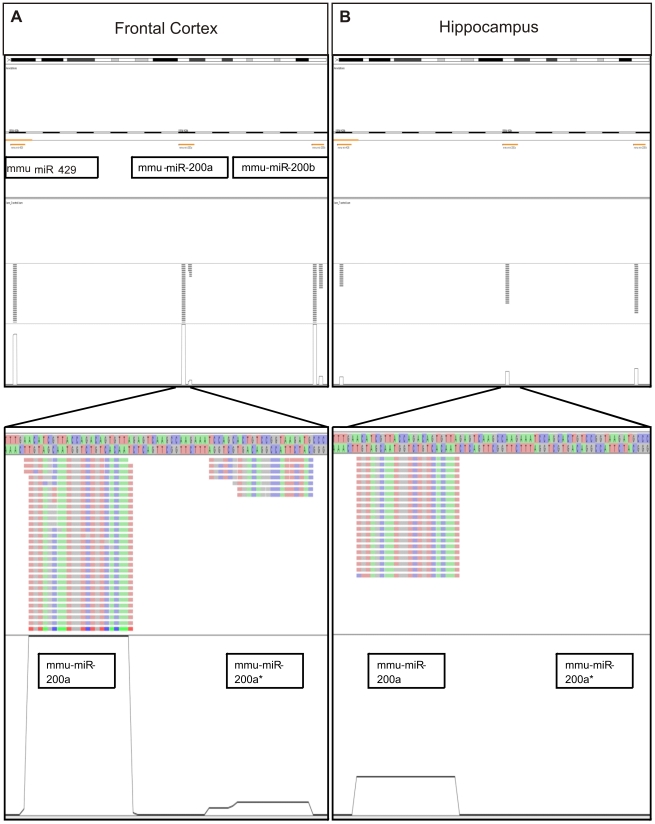
Visualization of miRNA-Seq reads aligning to the chromosome 4 cluster of miR-8 family. The Chipster tool was used to visualize the miR-8 family members located on chromosome 4 (miR-429, miR-200a, miR-200a*, miR-200b and miR200b*). As an example one sample from (**a**) frontal cortex and one sample from (**b**) hippocampus were chosen (both sequenced with Illumina index # 11). The upper half shows the number of sequences detected in the genomic region on a broad scale. The lower half zooms in on the reads detected for miRNA-200a and miR-200a*. The different colors represent different nucleotides, making single nucleotide alterations (e.g., isomirs, single nucleotide polymorphisms, or sequencing errors) easier to detect. Finally, the line graph represents the sequence coverage for each brain region before normalization.

### Target prediction of differentially expressed miRNAs

To identify target mRNAs for the differentially expressed miRNAs, we carried out target prediction for all miRNAs detected by either microarray or miRNA-Seq with differential expression between FCx and HP. Out of the 39 miRNAs expressed on a higher level in the FCx and 39 expressed on a higher level in the HP, nine and 10, respectively, were star miRNAs (Table S1). Since miRWalk tool used for the target predictions does not consider star sequences, they were omitted from further analyses. Number of target genes predicted for each differentially expressed miRNA varied from 12 (miR-676) to 826 (miR-495), with an average of 190 for miRNAs overexpressed in FCx and 132 in HP (Figure 4). The majority of the predicted target genes were specific for the corresponding brain region, however, 24% of target genes of miRNAs detected by microarrays, 11% of those detected by miRNA-Seq, and 10% of those detected by both methods were shared by both brain regions (data not shown).

**Figure 4:**
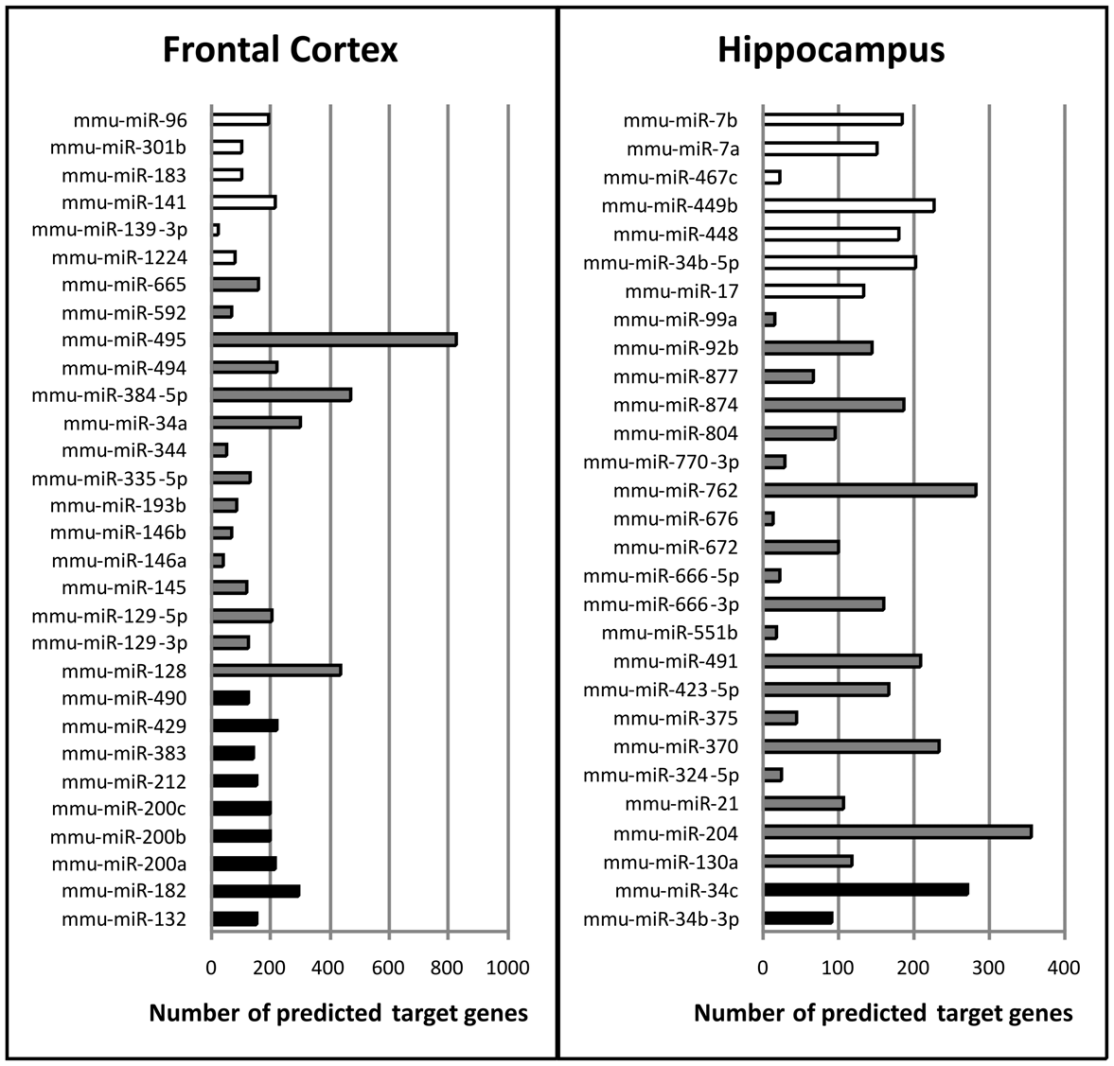
Number of predicted target genes for each miRNA differentially expressed between frontal cortex and hippocampus. All miRNAs with differential expression (P<0.05) between frontal cortex and hippocampus are shown. Left panel lists miRNAs overexpressed in frontal cortex and right panel miRNAs overexpressed in hippocampus. White bars denote miRNAs detected with miRNA-Seq, gray bars miRNAs detected by microarrays, and black bars miRNAs detected by both platforms.

### Pathway analysis of target mRNAs reveals biological networks specific for each brain region

Gene regulatory networks composed of miRNAs and their target mRNAs are expected to be important for the biological function of the specific brain regions. Therefore, using Ingenuity Pathway Analysis software, we carried out pathway analysis for miRNAs that were differentially expressed between FCx and HP and that belonged to miRNA clusters or families. These included miR-8, miR-132, and miR-34 families and the miR-182|miR-96|miR-183 cluster. The analysis was carried out simultaneously for all miRNAs belonging to the family or cluster, and the significantly over-represented pathways (P<0.05) for each of them are shown in Table S2. Interestingly, specific biological pathways were predicted to be regulated by several miRNAs from the same family/cluster. Only the ERK/MAPK signaling pathway was predicted to be regulated by miRNAs that are expressed in both FCx and HP. Figure 5 shows two example pathways, ceramide signaling regulated by two miRNA families overexpressed in FCx and dopamine signaling regulated by miRNAs overexpressed in HP.

**Figure 5:**
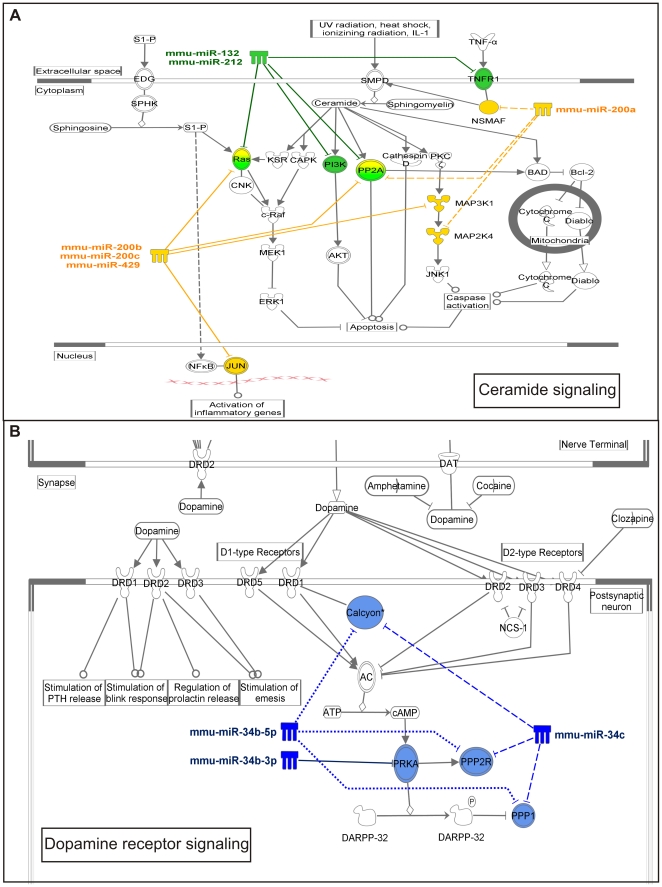
Predicted signaling pathways regulated by differentially expressed miRNA-families in frontal cortex and hippocampus. Pathway analysis of predicted target genes of differentially expressed miRNA families and clusters was carried out to assess their putative biological functions. Specific pathways that are predicted to be regulated by several miRNAs from the same family/cluster were identified (for a list of pathways see Table S2). (**a**) As an example, ceramide signaling pathway composed of miRNAs from miR-8 family and their predicted target genes is shown. (**b**) Dopamine signaling pathway including miR-34 family members and their predicted target genes.

## Discussion

Understanding the function of miRNAs in the adult brain requires investigation of brain region-specific miRNA expression patterns. MiRNA-Seq provides a new and attractive method to identify all miRNAs expressed in a given sample [32], [33], [34]. For that reason, we set up a miRNA-Seq protocol with associated bioinformatic workflow to identify miRNA expression patterns in two brain regions, FCx and HP. MiRNA-Seq produces millions of short sequences per run, a coverage which is not needed for the profiling of miRNAs. Therefore, application of indexing with short tags can increase throughput and reduce costs. At the time of this study, commercial sample prep kits with indexing were not available for the Illumina Genome Analyzer, and therefore we modified the Illumina small RNA sample prep method slightly and attached six-base-pair indexes to the 5′ adaptor sequence. This indexing strategy performed well and produced highly comparable results between identical samples sequenced three times with different indexes. We also set up a bioinformatics workflow for straightforward analysis of miRNA-Seq data. As part of this workflow and to visualize the genomic position of aligned miRNA-Seq reads, we added support for miRNA-Seq data in the open source software Chipster Viewer. It provides a user-friendly and efficient way to visualize data from different massively parallel sequencing applications such as ChIP-Seq, RNA-Seq and exome-Seq.

We compared miRNA expression patterns obtained by miRNA-Seq with those obtained by Affymetrix miRNA arrays. Correlation on the miRNA expression level was moderate (R^2^ = 0.50 in FCx and 0.49 in HP), as published earlier [28], [35]. Interestingly, there were some differences in the relative abundance of some miRNAs between the platforms. For example, miR-709 was the most abundant miRNA in FCx and HP as detected by microarrays. However, in miRNA-Seq it was not detected at all in FCx and with very low abundance (0–1 counts per library) in HP. Conversely, miR-9 was among the most expressed miRNAs in miRNA-Seq data but poorly detected by microarrays. These differences might be partly attributed to the multi-organism probe content on the Affymetrix array, as miR-709 is represented by mouse-specific probe sets, while miR-9 has similar probe sets for 23 different organisms, all of which were called “present” in our dataset. 

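MiR-709 had 0 counts in all FCx files, which allows up to 1.20 CPM over the 2505591 counts of the region. In HP it had 3, 5 and 1 counts in the summed libraries with index 3, 7 and 11, a mean of 0.730 ± 0.421 CPM (SD, n = 3 libraries), and at most 3 counts in a single lane file. The exact 95% interval was 0.193 to 2.73 CPM for index 3 and 0.00620 to 1.37 CPM for index 11. The level in HP is below the limit in FCx, so a difference between the regions was not detectable at this depth. On the arrays (Table S4) miR-709 ranked 1 of 609 in both regions, with a log2 signal of 13.55 ± 0.00312 in FCx (SD, n = 3 arrays) and 13.56 ± 0.00485 in HP. Quantile normalization makes the signal distributions of the arrays alike, so the small SDs and like levels at rank 1 do not measure a likeness of the regions.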

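MiR-9 was at 27611 ± 9911 CPM in FCx (SD, n = 3 libraries) and 38984 ± 17251 CPM in HP, rank 9 and rank 7 of the miRNAs detected by miRNA-Seq. Single libraries with index 3, 7 and 11 had 17202, 36936 and 28695 CPM in FCx and 23927, 57807 and 35218 CPM in HP, so the level varied with the index in both regions. On the arrays (Table S4) its log2 signal was 4.46 ± 0.67 in FCx (SD, n = 3 arrays), rank 166 of 609, and 3.50 ± 0.96 in HP, rank 209. From such differences, the paper proposes that the probe content of the arrays contributes to the relative abundance they report.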

Another difference between the methods is that miRNA-Seq sample prep contains a PCR amplification step which is not present in the microarray protocol. Overall, a larger number of miRNAs were detected by miRNA-Seq compared to microarrays. Due to the differences between the platforms, in the downstream analyses we concentrated on the set of miRNAs that were detected by both methods.

Thirteen miRNAs were differentially expressed between FCx and HP and detected by both platforms. Nine were upregulated in FCx and four in HP. Interestingly, most of these differentially expressed miRNAs belonged to miRNA families, including miR-8 and miR-132 families overexpressed in FCx and miR-34 family overexpressed in HP, or miRNA clusters transcribed from the same locus (miR-182|miR-183|miR-96 cluster overexpressed in FCx). It has been established that a large proportion of mammalian miRNAs cluster on chromosomes [36], [37], and that miRNAs from the same cluster tend to be co-transcribed implying polycistronic transcription [38]. Interestingly, it seems that a miRNA cluster may regulate functionally related genes within a biological pathway. For example, miR17|miR-92 cluster is overexpressed in *Myc*-induced tumor and regulates two genes involved in angiogenesis, *TSP1* and *CTGF* [39]. The miR-182|miR-183|miR-96 cluster, also identified in our study, has previously been shown to regulate insulin signaling pathway, with miR-96 and miR-183 mainly regulating *Irs1* and miR-182 targeting *Rasa1* and *Grb2* [31]. Our data also support this notion. For example, in the ceramide pathway (Figure 5), miR132 and miR-212 were predicted to regulate *Ras, Pi3k, Pp2a*, and *Tnfr1*, miR-200a to regulate *Nsmaf, Pp2a*, and *Map2k4*, and miR-200b, miR-200c, and miR-429 to regulate *Ras, Pp2a, Map3k1*, and *Jun*. In the dopamine pathway (Figure 5) miR-34b-5p was predicted to regulate Calcyon, Ppp2r, and Ppp1, miR-34b-3p to regulate Prka, and miR-34 c to regulate *Calcyon*, *Ppp2r* and *Ppp1*.

We identified the ceramide signaling pathway by investigating the predicted biological target pathways of miR-8 and miR-132 families, both of which were expressed on a higher level in FCx compared to HP. Therefore, it is assumed that this pathway is repressed in FCx. Sphingolipids, including ceramide, play an important role in signal transduction in the membranes of neurons, either by modulating the localization and activation of membrane-associated receptors, or by acting as precursors of bioactive lipid mediators [40]. Ceramides are activated by inflammatory cytokines or oxidative stress, and participate in various physiological processes including cell proliferation, cell differentiation, and apoptosis [40]. Excessive production of ceramides, especially in HP, have been implicated in the pathological death of neurons that occurs in ischemic stroke [41], Parkinson's disease [42], and Alzheimer's disease [40].

Another interesting pathway we identified is the dopamine receptor 1/calcyon signaling pathway regulated by members of the miR-34 family expressed on a higher level in HP compared to FCx. Calcyon is a single transmembrane protein that regulates dopamine receptor 1 signaling. Genetic variants within the Calcyon gene (*DRD1IP*) associate with attention deficit hyperactivity disorder (ADHD) [43], and therefore it is interesting that transgenic mice overexpressing human calcyon cDNA show locomotor hyperactivity and reduced anxiety-like behavior [44]. In the postmortem brains of schizophrenia patients, calcyon is up-regulated in the cortex and thalamus [45], [46]. Therefore, this pathway clearly plays an important role in the etiology of neuropsychiatric phenotypes.

In conclusion, miRNA-Seq proved to be a well suited method for the analysis of miRNA expression patterns of specific brain nuclei. As part of this study, we make publically available both miRNA-Seq and microarray datasets of adult mouse FCx and HP which are expected to benefit a number of neuroscientists and bioinformaticians. Several miRNA families and clusters were shown to be differentially expressed between FCx and HP. Biological pathways these families or clusters are predicted to target are highly specialized. Furthermore, we provide further support for the notion that members of the same miRNA family or cluster target several mRNAs within a biological pathway. Our work provides a starting point for a systematic analysis of brain region-specific miRNA regulatory networks in the adult brain to better understand their involvement in various cellular functions and disease phenotypes.

## Materials and Methods

### Animals and tissue collection

All animal care conformed to the European Communities Council Directive 86/609/EEC. According to the Finnish legislation (act on the use of animals for experimental purposes 62/2006) tissue collection as a terminal procedure does not require ethics committee approval, however, the University of Helsinki internal approval for animal use (KEK09–044) was obtained as required. Six adult male C57BL/6J (Charles River) mice were obtained at the age of seven weeks and singly-housed for one week before dissections. Food and water was available ad libitum, and mice were kept on a 12-h light-dark schedule (light period 6 am-6 pm). After one week acclimatization mice were sacrificed by cervical dislocation at 9 am. FCx was dissected from a coronal slice spanning Bregma −3.5– −1.5. HP was dissected as described earlier [47]. Tissues were snap frozen in liquid nitrogen and stored at −80°C until RNA isolation.

### Total RNA extraction

Tissue was homogenized using lysing matrixD tubes and the Fastprep instrument (Q.Biogene, Carlsbad, CA) according to the manufacturer's recommendation. The extraction of total RNA was performed using the TriReagent (Molecular Research Center, Cincinnati, OH) also according to the manufacturer's instructions. RNA pellets were eluted to sequencing grade water (Amresco, Solon, OH), and the quality of total RNA analyzed by the Bioanalyzer Nano 6000 chip (Agilent Technologies, Santa Clara, CA). Only samples with an RNA Integrity Number (RIN) greater than 9.0 were used for further experiments.

### Small RNA library preparation

Small RNA library preparation was based on Illumina's Small RNA Sample Prep kit v1.0 (Illumina Inc, San Diego, CA), except that we added an index sequence to the 5′ adaptor as described below. All adaptor and primer sequences are based on Illumina's oligonucleotide sequences (© 2006–2008 Illumina, Inc. All rights reserved). Three Illumina indexes were selected, all of which start with the same nucleotide and differ from each other by at least two nucleotides. FCx and HP samples from three mice were pooled (Figure S1). Six samples were processed: 1) FCx with Illumina index # 3, 2) FCx with Illumina index # 7, 3) FCx with Illumina index # 11, 4) HP with Illumina index # 3, 5) HP with Illumina index # 7, and 6) HP with Illumina index # 11. For each sample, 10 µg of total RNA was size fractionated using a 15% Novex gel (Invitrogen, Carlsbad, CA) and fractions corresponding to 15–35 nucleotides were excised. RNA was eluted by shaking the gel slices in 300 µl of 0.3 M NaCl for 4 h at RT. The resulting gel slurries were passed through a Spin-X filter column (Corning, NY). 750 µl of 100% ethanol and 1 µl of mussel glycogen (20 mg/ml; Roche) were added and the samples were precipitated for 30 minutes at −80°C. Samples were centrifuged 14000 rpm for 25 minutes at 4°C. After washing with 85% ethanol, pellets were allowed to air dry at 25°C, and the samples were resuspended in 5.7 µl of sequencing grade water (Amresco, Solon, OH).

The 5′ RNA adaptors containing three different six-nucleotide tags were ordered from Metabion GmbH (Martinsried, Germany). Indexing was based on the multiplexing protocol used for DNA sequencing by Illumina (Oligonucleotide sequences © 2006–2008 Illumina, Inc. All rights reserved). The sequences of the 5′ RNA adaptors were: Index 3 (5′-GUUCAGAGUUCUACAGUCCGACGAUC *UUAGGC*-3′); Index 7 (5′-GUUCAGAGUUCUACAGUCCGACGAUC *CAGAUC*-3′); and Index 11 (5′-GUUCAGAGUUCUACAGUCCGACGAUC *GGCUAC-*3′). These 5′RNA adaptors (1.3 µl; 5 µM) were ligated to the small RNA samples with T4 RNA ligase 1 (1.0 µl; New England Biolabs; NEB; Ipswich, MA) in the presence of RNase inhibitor (1.0 µl; NEB) for 6 h at 20°C. The ligation reaction was stopped by the addition of 2× RNA loading dye (Fermentas GmbHSt. Leon-Rot, Germany). The ligated RNA was size fractionated using a 15% Novex gel, and a 40–75 nucleotide fraction was excised. RNA was eluted from the excised gel slices by shaking them in 300 µl of 0.3 M NaCl for 4 h at RT. The resulting gel slurries were passed through a Spin-X filter column. 750 µl of 100% ethanol and 1 µl of mussel glycogen (20 mg/ml) were added and the samples were precipitated for 30 minutes at −80°C. The samples were immediately centrifuged at 14000 rpm for 25 minutes at 4°C. After washing with 85% ethanol, the pellets were allowed to air dry at 25°C, and the samples resuspended in 6.4 µl of sequencing grade water.

The 3′ RNA adaptor (0.6 µl; 10 µM; 5′-pUCGUAUGCCGUCUUCUGCUUGidT-3′; p, phosphate; idT, inverted deoxythymidine; Metabion) was subsequently ligated to the precipitated RNA using the same reaction conditions as in the 5′ ligation step. The ligated RNA was size fractionated using a 10% Novex gel, and the 60–100 nucleotide fraction was excised. RNA was eluted from the excised gel slices by shaking them in 300 µl of 0.3 M NaCl for 4 h at RT. The resulting gel slurries were passed through a Spin-X filter column. 750 µl of 100% ethanol and 1 µl of mussel glycogen (20 mg/ml) were added and the samples were precipitated for 30 minutes at −80°C. The samples were immediately centrifuged at 14000 rpm for 25 minutes at 4°C. After washing with 85% ethanol, the pellets were allowed to air dry at 25°C, and the samples resuspended in 4.5 µl of sequencing grade water. The products containing miRNAs flanked by 5′ and 3′ adaptors were converted to cDNA using Superscript II reverse transcriptase (Invitrogen) and Illumina's small RNA RT-Primer (5′-CAAGCAGAAGACGGCATACGA-3′) following the manufacturer's instructions. The resulting cDNA was PCR-amplified with Phusion® Hot Start DNA Polymerase (Finnzymes, Espoo, Finland) for 15 cycles using Illumina's small RNA primer set (5′-CAAGCAGAAGACGGCATACGA-3′; 5′-AATGATACGGCGACCACCGA-3′).

The amplification products were purified using a 6% Novex TBE gel (Invitrogen) and the 80–140 nucleotide fractions were excised and eluted in 100 µl of elution buffer (NEB) for 2 h at RT. The resulting gel slurry was passed through a Spin-X filter and precipitated by the addition of 325 µl of 100% ethanol, 10 µl of 3 M sodium acetate, and 1 µl glycogen (20 mg/ml). The samples were centrifuged at 14000 rpm for 20 minutes. After washing with 70% ethanol, the pellet was dried in a SpeedVac (Thermo Fisher Scientific) and dissolved in 10 µl of sequencing grade water. cDNA was PCR-amplified with Phusion® Hot Start DNA Polymerase (Finnzymes, Espoo, Finland) for 15 cycles using Illumina's small RNA primer set (5′-CAAGCAGAAGACGGCATACGA-3′ and 5′- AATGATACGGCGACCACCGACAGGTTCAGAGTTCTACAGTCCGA-3′). Purified PCR products were quantified by Bioanalyzer DNA 1000 chip (Agilent).

### Sequencing of small RNA libraries

Small RNA libraries were diluted in sequencing grade water to obtain 10 nM concentration. A total of eight flow cell lanes were used to sequence the following samples: 1) FCx with Illumina index # 3, 2) FCx with Illumina index # 7, 3) FCx with Illumina index # 11, 4) a pool of 1–3, including 3.3 nM concentration of each sample, 5) HP with Illumina index # 3, 6) HP with Illumina index # 7, 7) HP with Illumina index # 11, and 8) a pool of 5–7, including 3.3 nM concentration of each sample (Figure S1). Sequencing was performed with the Illumina Cluster Station and Genome Analyzer *II* according to manufacturer's protocols using 36 alternating cycles of enzymatic synthesis and optical interrogation. Sequence reads were extracted from the image files using the GAPipeline software v 1.4.0 (Illumina San Diego, CA, USA).

### Small RNA sequence data analysis

Only reads with an index sequence were retained, and in case of the pooled samples sequences were divided into separate files according to the index. Reads were trimmed by removing the index sequence and the 3′ adaptor sequence. Subsequently, sequences including adaptor dimers, mitochondrial or ribosomal sequences were discarded. Additionally, reads that contained homopolymers (i.e., one nucleotide appearing more than 80% of the entire short read) or were shorter than 14 nt were removed. The resulting set of trimmed reads were then mapped against the mouse genome (Mus_musculus.NCBIM37.55) and to known mature miRNAs (miRBase version 11; April 15, 2008; http://www.mirbase.org/) [48], [49], [50], [51]. Version 11 of miRBase was selected because it was used in the probe-design of the Affymetrix microarray. The alignments were performed using Bowtie [52] allowing for two mismatches, because this generated the highest correlation between the miRNA-Seq and Affymetrix microarray data (data not shown). MiRNAs detected with only one count were eliminated from further analyses. Expression analysis of miRNA-Seq data was performed with the R/Bioconductor package *EdgeR* [53], which is designed for use with digital gene expression data. *EdgeR* was chosen because it moderates common dispersion in miRNA-Seq data in a complementary fashion to the *limma* package moderation of probe-wise variation in microarray data. Count numbers of each miRNA were imported to *EdgeR*, log2 transformed, and normalized based on negative binomial distribution to obtain a normalized miRNA expression levels (Table S3). This dataset is available through GEO with an accession number GSE27979. Differential expression of miRNAs between FCx and HP was assessed in *EdgeR* by calculating an exact test p-value analogous to the Fisher's exact test. The correlation analysis of differently indexed libraries was performed with nonparametric Spearman's test, because miRNA-Seq data was not normally distributed.

### Affymetrix miRNA microarray

Oneµg of three FCx and three HP samples was labeled with FlashTag™ Biotin RNA Labeling Kit (Genisphere, Hatfield, PA, USA) for Affymetrix GeneChip® miRNA arrays (Affymetrix, Santa Clara, CA, USA) according to the manufacturer's recommendations. A simple colorimetric Enzyme Linked Oligosorbent Assay (ELOSA) was used to confirm successful biotin labeling. After labeling, the samples were hybridized on Affymetrix GeneChip® miRNA arrays, washed, stained, and scanned according to manufacturer's instructions (Affymetrix, Santa Clara, CA, USA). The data files (.CEL) were imported to R/Bioconductor [54]. The *affy* package [55] was used for preprocessing the raw data with all probes for mouse miRNAs. The RMA method [56] was used to perform background adjustment, quantile normalization and summarization of the log-expression values for each gene on each array (Table S4). This dataset is available through GEO with an accession number GSE27891. We performed a differential expression analysis using methods implemented in the *limma* package, which uses an empirical Bayes method to moderate the standard errors of the estimated log2-fold changes (logFC) [57]. We determined the present/ absent calls with Affymetrix miRNA QC tool, and selected those miRNAs in each brain region with ≥2 replicates detected as present for further analyses.

### Comparison of the expression level of miRNAs across platforms

Comparison of the miRNA expression levels measured by miRNA-Seq and microarray was performed with the *OrderedList* package [58] implemented in R/Bioconductor. For this test, we ranked miRNAs from miRNA-Seq and microarray data separately based on their expression levels in FCx and in HP (normalized count numbers in miRNA-Seq and normalized signal intensity in microarray data). *OrderedList* calculates similarity scores between two ordered lists and determines empirical p-values for the similarity. When computing the similarity score, more weight was given to miRNAs at the ends of the lists. The significance of similarity scores was estimated from random scores with 1000 permutations.

### Visualization of miRNA-Seq reads

Support for viewing miRNA-Seq data was added to the open source software Chipster Viewer. The genomic alignments of the reads were visualized using the Ensembl release 59 annotations and NCBI m37 mouse genome as a reference.

### Target prediction

MiRNAs from both platforms with significantly different expression (p<0.05) between FCx and HP were selected for target prediction. Currently, there exists no single bioinformatic tool with statistically significant accuracy (i.e. low false positive rates) in predicting miRNA binding sites. However, integration of various computational methods is a common approach to improve prediction accuracy and to create an optimal framework for deciphering biological functions of miRNAs [59]. We used the *miRWalk* database (http://www.ma.uni-heidelberg.de/apps/zmf/mirwalk/), which takes into account these issues. *MiRWalk*'*s* major function is to report predicted miRNA-mRNA interactions on the 3′ UTRs of known genes calculated by several established target prediction programs. Of the programs available within the miRWalk database, *TargetScan* [60] and *miRanda* [61] were selected for being well-established algorithms of seed and sequence complementarity with conservation of binding sites across multiple species. Three additional programs were chosen to represent newer but increasingly popular methods for target prediction. *RNA22* [62] first identifies putative miRNA binding sites in the sequence of interest following identification of targeting miRNAs. *RNAhybrid* [63] uses a thermodynamic approach to find energetically favorable hybridization sites between a set of miRNAs and candidate targets. *MiRDB* [64] is a database containing genes predicted to be downregulated by miRNAs with *MiRTarget2*, a prediction program based on support vector machines. The five selected target prediction algorithms represent a unique combination of specificity and sensitivity to potential miRNA-mRNA target gene interactions. Statistically significant miRNA-mRNA relationships were extracted from the *MiRWalk* results using two criteria: an independently calculated Poisson p-value <0.05 for multiple binding sites in a predicted gene, and identification by at least two of the five selected target prediction algorithms.

### Pathway analysis of target genes

Lists of predicted target genes for the differentially expressed miRNA families or clusters were used for input to *Ingenuity Pathway Analysis* (Ingenuity® Systems, http://www.ingenuity.com) with default parameters but a restriction on the results to only the mouse species. This identified known and most relevant biological functions, pathways and annotations in each enriched set of mouse target genes. Further analysis with the tools (as described in the Results) identified biological characteristics such as co-expressional relationships between miRNAs, and assisted in forming statistically supported hypotheses of the true functional roles of miRNAs targeting key genes in a biological pathway.

## Supporting Information

Figure S1 **Sample preparation and sequencing workflow of miRNA-Seq.** Frontal cortex and hippocampi from three adult C57BL/6J mice were dissected and pooled after which total RNA was extracted. Three miRNA libraries were generated from both frontal cortex and hippocampus. Each library was tagged with a different 6-nucleotide index sequence. Eight flow cell lanes were used for sequencing, containing the three frontal cortex and three hippocampus libraries and from both brain regions a pooled sample in which the three indexed libraries were run in 1:3.
(PDF) Click here for additional data file.

Figure S2 **The effect of indexing on the sample similarity.** Count numbers of each miRNA were imported to *EdgeR*, log2 transformed, and normalized based on negative binomial distribution to obtain a relative miRNA expression level. Correlation coefficient was calculated with nonparametric Spearman's test. Index 3, 7, and 11 refer to libraries in which all sequences have this particular index. Single lanes contain averaged information of indexes 3, 7, and 11 (3 technical replicates). Pooled lanes refer to the library in which the same sample with three different indexes was run in a single flow cell lane. Merged lanes contain information from the three individually ran libraries (single lanes), and the pooled library (6 technical replicates). Green boxes indicate FCx libraries and red boxes HP libraries.
(PDF) Click here for additional data file.

Table S1 **MiRNAs differentially expressed between frontal cortex and hippocampus.** Differentially expressed (P<0.05) miRNAs between frontal cortex and hippocampus. FCx  =  frontal cortex, Chr  =  chromosome, Start  =  start position of the sequence in genomic alignment, End  =  end position of the sequence in genomic alignment, AS  =  antisense, S  =  sense, MS  =  miRNA-Seq, MA  =  microarray. MiRNA-Seq count concentration refers to normalized expression levels from edgeR.
(XLSX) Click here for additional data file.

Table S2 **Pathways of predicted target genes for miRNA clusters and families detected as differentially expressed between FCx and HP.** Target genes were predicted using miRWALK for miRNAs belonging to the differentially expressed families/clusters. IPA software was used to identify biological pathways over-represented within the target genes of each family/cluster. Overlap is the number of targets in the dataset over the total number of molecules in the pathway.
(PDF) Click here for additional data file.

Table S3 **MiRNA expression levels detected by miRNA-Seq.** ConcFCx and ConcHP are the normalized expression levels from edgeR for Frontal Cortex (FCx) and Hippocampus (HP). LogFC is the log-transformed fold change of HP over FCx. P-value is calculated by edgeR and is analogous to a p-value from the Fisher's Exact Test. BenjHoch-PVal is the p-value after multiple testing correction using the Benjamini-Hochberg method. Lane values are expression levels normalized to the geometric mean of each library by edgeR.
(XLSX) Click here for additional data file.

Table S4 **Expression levels of miRNAs detected by microarrays.** LogFC refers to the logarithmic fold change calculated as hippocampus over frontal cortex. P-value is given for differential expression. Expression values for each sample represent normalized log-transformed signal intensities.
(XLSX) Click here for additional data file.

# Supplementary material for: MicroRNA Expression Profiling Reveals MiRNA Families Regulating Specific Biological Pathways in Mouse Frontal Cortex and Hippocampus
**Source:** PLoS One. 2011 Jun 22;6(6):e21495. doi: 10.1371/journal.pone.0021495
**Supplement:** Figure S1 — Sample preparation and sequencing workflow of miRNA-Seq. Frontal cortex and hippocampi from three adult C57BL/6J mice were dissected and pooled after which total RNA was extracted. Three miRNA libraries were generated from both frontal cortex and hippocampus. Each library was tagged with a different 6-nucleotide index sequence. Eight flow cell lanes were used for sequencing, containing the three frontal cortex and three hippocampus libraries and from both brain regions a pooled sample in which the three indexed libraries were run in 1:3.

C57BL/6J

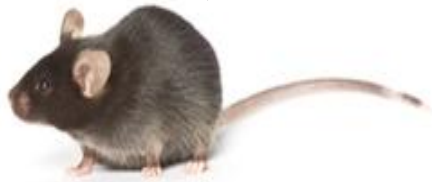

C57BL/6J

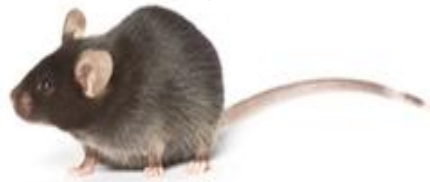

C57BL/6J

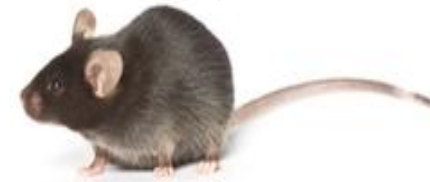

3 FCx pooled and  
total RNA extracted

3 HP pooled and  
total RNA extracted

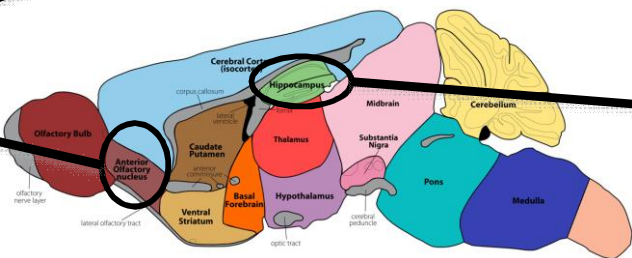

miRNA library preparation with  
three indexes (Index 3, 7 and 11).

miRNA library preparation with  
three indexes (Index 3, 7 and 11).

Lane 1:  
FCx  
library  
with  
Index 3

Lane 2:  
FCx  
library  
with  
Index 7

Lane 3:  
FCx  
library  
with  
Index 11

Lane 4:  
Pooled  
FCx  
libraries  
with  
Indexes 3,  
7 and 11  
(conc.  
1:3)

Lane 5:  
HP library  
with  
Index 3

Lane 6:  
HP library  
with  
Index 7

Lane 7:  
HP library  
with  
Index 11

Lane 8:  
Pooled HP  
libraries  
with  
Indexes 3,  
7 and 11  
(conc.  
1:3)

How the deposited data were processed for this re-analysis (not part of the article)

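Small RNA was measured by miRNA-Seq in mouse frontal cortex (FCx) and hippocampus (HP). For each region 1 RNA pool from 3 mice was made into 3 libraries with different indexes, and each library was run in an individual lane and in a pooled lane, which gave 12 lane files. According to the paper's methods, the authors kept reads with an index, divided them by index and trimmed the index and the 3′ adaptor. They removed adaptor dimers, mitochondrial and ribosomal sequences, homopolymers and reads under 14 nt, and aligned the rest with Bowtie with up to 2 mismatches. The count values are, as deposited by the authors, whole numbers of reads per mature miRNA of miRBase in each lane file, without normalization, and miRNAs with no read are not listed. The genome alignment files give, as deposited by the authors, the start, end and strand of 1 alignment per read in NCBIM37. Their alignment score values were made by the authors' alignment, and as deposited the score was not used here. The array values of the paper's Table S4, on the log2 scale after RMA normalization by the authors, and the values of Table S3 were read from the supplementary files.

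The counts of the individual and the pooled lane of a library were summed, so that n = 3 libraries per region. The libraries of a region share an RNA pool, so the spread between them is technical and includes the index, and differences between animals were not measured. The comparison of FCx and HP used edgeR 4.0.16 in R 4.3.3, with its quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment, on the 431 miRNAs with at least 2 counts in total in FCx or in HP. Every single adjusted p of a miRNA comes from this edgeR test unless another test, such as DESeq2's (1.42.0) or Fisher's exact test, is named. The test gives no standard error, so that of a log2 fold change is approximate, its size divided by the square root of the test's F. It was also the difference allowed between a log2 fold change and that of the paper. Ranges over the alternatives without a block also include edgeR's exact test and DESeq2's Wald test. Ranges over the blocked fits also include DESeq2's Wald test. The index comparison used the same test for both index coefficients with the region in the model. Whether the index pairs the FCx and HP libraries was checked with log2 CPM centred within each region (prior count of 2). The libraries with the same index correlated with r of 0.772, 0.854 and 0.836 across the 431 miRNAs, against values from -0.597 to -0.245 for libraries with different indexes. Centring over 3 libraries drives the latter negative when the former are positive, so only the former bear on the pairing. The index was therefore also fitted as a block, with TMM normalization and with library totals.

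Further values were calculated with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, genome sequence was read with pysam 0.24.0, folding energies at 20 °C were calculated with ViennaRNA 2.7.2 and plots were drawn with matplotlib 3.10.9. Correlations across miRNAs were tested with 100000 permutations and ordered lists with 1000. Shares were compared with an exact permutation test, which cannot give a p under 0.1 with 3 libraries against 3. Intervals are 95% binomial intervals by Wilson's method for shares and by the exact method of Clopper and Pearson for single low counts, and a count of 0 was taken to allow 3 counts. Reads at a locus are alignments that overlap the hairpin on its strand. On counts simulated with the measured differences between indexes, 200 of 431 miRNAs were changed 4-fold. The test without a block called 0 of the 200. The blocked test called 132 of them with 32 false calls, and 131 with 19 false calls with library totals. Over 10 further draws the blocked test made 2 to 27 false calls (median 17), and 0 to 129 (median 20) with library totals. When no difference was simulated it made 0 to 2, and 0 with library totals. The index test called 147 with 2 false calls. With 4-fold changes, the blocked test can therefore make more false calls than its threshold states.

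The miRNAs named with values are those of Table 2, those the text names with a value, those the study calls on both platforms, and the 3 in each direction with the smallest p among the rest. For the indexes they are the 5 with the largest range in both regions among miRNAs with a mean of at least 100 CPM. This rule, the tests, and the alternatives for the unit of replication, test, normalization, filter, block and libraries left out were set before the data were examined. A further group of alternatives, named where their values are given, was added later. The list of 12 choroid plexus and ependymal miRNAs was written before its test. The microarray comparison itself, the predicted targets and the pathways were left out, since the deposited files at hand hold only miRNA-Seq data. Reads on mitochondrial sequence were not analysed.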

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

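The comparison of both runs of a library, the search for reads that lack their first 6 nt and the comparison of short alignments with the adaptors were chosen after these results had been seen.

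For each named miRNA in each region, the CPM of the 6 lane files were examined for a file far from the others, measured as the gap to the nearest file over the whole range. Of 70 groups with enough counts, among them the total count of each region, 8 were past the 95% critical value of Dixon's test. For independent values chance alone gives about 3.5. The 6 files are 3 libraries, each run in an individual and a pooled lane, so this number does not apply to them. In every one of the 8 the distant file was from the pooled lane. For 6 of them the counts were low. The gap was 0.772 of the range for miR-200a* in FCx with index 3 (0 counts in the pooled and 3 in the individual lane) and 0.628 for miR-182 in the same library (1 and 15 counts). It was 0.685 for miR-425* in FCx with index 7 (15 and 6 counts), 0.65 for miR-200b* in HP with index 7 (5 and 3 counts), 0.708 for miR-135a* in the same library (9 and 4 counts) and 0.712 for miR-101a* in HP with index 11 (6 and 1 counts). Both runs sequenced the same library, so a difference between regions is not among the explanations. Between the runs, Fisher's exact test gave an adjusted p under 0.05 for 3 of the 6, miR-425*, miR-135a* and miR-101a*, and its smallest p was 0.00144 (adjusted 0.00384, miR-101a*). The files were picked for their distance, which lowers these p-values. Counting error and a difference between lanes cannot be told apart at these counts.

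Let-7b* stood farthest from the other files. In the pooled lane with index 3 it had 338 counts in FCx (2874 CPM, a gap of 0.987 of the range) and 752 in HP (644 CPM, a gap of 0.946), while the individual lanes of the same libraries had 10 counts (36.5 CPM) and 69 counts (33.9 CPM). The CPM was 78.7 times as high in the pooled as in the individual lane in FCx and 19.0 times as high in HP (Fisher's exact test, p = 3.92e-160 and 1.41e-242). Both lanes hold the same library, so these ratios argue against that amount of let-7b* in the RNA pools. Only 7 of the genome alignments in all files lie on the strand of let-7b* at its locus on chromosome 15 (85537809 to 85537829), against 1514 counts. A candidate explanation is the sorting of the pooled lanes by index. A miRNA read without an index whose first 6 nt resemble index 3 could be taken for an indexed read and lose those 6 nt. The let-7 read TGAGGTAGTAGGTTGTATAGTT without its first 6 nt is AGTAGGTTGTATAGTT, and its reverse complement shares the 14 nt CTATACAACCTACT with let-7b*. Reads starting 6 nt inside the let-7 reads numbered 404 (87.5 per 10000 full reads) in the FCx pooled lane with index 3 and 892 (14.8 per 10000) in that of HP, against 8 or fewer in each of the other files. The explanation also predicts such reads from other miRNAs. For the miRNA sequence that starts 1 mismatch from index 3, reads starting 6 nt inside it came to 399 per 10000 full reads in the pooled lanes with index 3 (463 reads) and 31.5 per 10000 in the individual lanes (39 reads). For sequences 1 mismatch from index 11 they came to 1445 per 10000 (190 reads) in the pooled and 102 per 10000 (41 reads) in the individual lanes with that index. Sequences 2 mismatches from index 11 did not follow the prediction, with 5244 per 10000 (881 reads) in the pooled and 5667 per 10000 (2886 reads) in the individual lanes. The sequence that starts with index 7 itself gave 4 such reads in each kind of lane and did not follow it either. How the reads were sorted cannot be seen in the files.

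The genome alignments hold 977461 alignments shorter than 14 nt among 19219683, from 1.12% to 25.8% of a lane file, which the paper does not discuss. Of the 664855 alignments of 8 to 13 nt, 62.5% equal a piece of the 5′ adaptor with the index of the library (43.3%) or of the 3′ adaptor (19.2%). Pieces with another index made up 0.157% and pieces of the reversed adaptors 0.0053%. The share differed between lane files, from 19.5% (HP, index 11, pooled) to 85.9% (FCx, index 3, pooled), and it was under 50% in 6 of the 12. In all 12 lane files pieces with the library's own index outnumbered pieces with another. This indicates that many of the alignments of 8 to 13 nt are pieces of the adaptors, most of them in the libraries with index 3. The origin of the remaining short alignments was not tested, and no biological explanation was tested.

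MiR-183*, which the text of the paper does not discuss, had 7 counts in FCx (1, 5 and 1 for indexes 3, 7 and 11) and 0 in HP. Scaled for depth, its observed FCx count was 11.4 times the 3 counts that a count of 0 allows in the deeper HP libraries. Without index 7, where 2 counts remain in FCx, it was 4.64 times. These ratios take the FCx count as exact, so they are not lower limits. Greater depth works against a count of 0 in HP, so depth is argued against as the reason. The adjusted p was 0.177 from edgeR without a block and 0.0316 with the index as a block, with ranges from 0.0300 to 0.995 and from 0.0316 to 0.505 over the respective alternatives. A difference between the regions stays open, and with 7 counts neither it nor tissue carried into a dissection was tested further.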

How the results depend on the processing

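Of the alternatives below, the exact test with TMM normalization, the minimum of 2 counts in 1 lane file, the weights of the ordered lists and every fit with the index as a block other than those with TMM normalization and library totals on all libraries were chosen after the values had been seen.

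The numbers of detected miRNAs, the share of the 15 most abundant miRNAs, the number of miRNAs that differ between indexes and the log2 ratio of reads at the loci between the regions moved by less than their spread, or by less than 1.5 times for counts, under all alternatives tried for them. For the loci, no alternative left the short alignments out of the total that the reads are set against. The similarity score of the ordered lists depends on the weights, with 11.5 and 128 in FCx and 8.76 and 112 in HP for weights that reach their lowest value at rank 50 and 150, and its permutation p stayed at the smallest possible value. Depth limits what can be said about miRNAs detected in HP only, of which 52 of 61 would be expected under 2 counts in FCx.

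The mean coefficient between the indexes was 0.881 in FCx over all listed miRNAs. Over miRNAs with at least 10 counts in every library it was 0.734 in FCx and 0.811 in HP. These alternatives add miRNAs at or near 0 counts, or leave them out. Between individual and pooled lanes it was 0.950 in FCx and 0.976 in HP for single indexes, and in HP 0.994 with Pearson's r and 0.992 with at least 10 counts. The let-7c share in HP was 25.8% in the pooled lanes only. The coefficient with the arrays was 0.582, 0.569 and 0.557 in FCx for index 3, 7 and 11 alone and 0.494 with at least 10 counts. In HP it was 0.606 and 0.611 for index 3 and 7 alone, 0.549 with at least 10 counts and 0.628 with the geometric mean of the libraries. Apart from the choice of miRNAs, the cause was not tested.

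The comparison of the regions was run in 32 ways in all. The number of miRNAs with an adjusted p under 0.05 moved from 2 to 15 with the 12 lane files as samples, 14 with the exact test without TMM normalization, 15 with the exact test with it, 12 with DESeq2 and 8 with no filter. With the pooled lanes only it was 0 (18 at an unadjusted p). It ranged from 0 to 7 across the 9 fits that each left out an index or a library, with 12 to 20 at an unadjusted p. At an unadjusted p under 0.05 the number moved from 17 to 47 with the 12 lane files, 32 with the exact test without TMM normalization and 40 with it. The lane files count each library more than once, which raises the number of samples without adding libraries. For the other changes the cause was not tested. With the index as a block, 77 miRNAs had an adjusted and 119 an unadjusted p under 0.05 with TMM normalization, 56 and 93 with library totals, 59 and 108 with DESeq2's size factors, 60 and 120 with the upper quartile and 41 and 73 with DESeq2's Wald test. In the blocked fit of the individual lanes the numbers were 68 and 108, and in that of the pooled lanes 46 and 97. Without index 3, 7 or 11 in both regions, the blocked numbers were 30 and 79, 41 and 90, and 51 and 87. The share of adjusted calls higher in FCx was 28.6% with TMM normalization, 40.0% with the upper quartile, 55.9% with DESeq2's size factors and 64.3% with library totals. The division of the blocked calls between the regions therefore depends on the scaling. MiR-200c and miR-183 were among the calls of every blocked fit.

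Over 33 named miRNAs, the alternatives without a block other than those that left out libraries gave 335 log2 fold changes with the same direction and side of the threshold, 53 of the same direction that passed it, 2 that no longer passed it and 0 with the opposite direction. The 2 are miR-200c and miR-183 in the pooled lanes only. Blocked fits gave 114 on the same side, 211 that passed the threshold and 3 with the opposite direction, and fits that left out libraries without a block gave 272, 10 and 3, with 10 that no longer passed it. Those 10 are miR-200c and miR-183 without index 3, 7 or 11 in both regions and without the HP library of index 3 or 11. The log2 fold change of miR-129-5p, 0.074, was -0.046 with the index as a block and -0.11 with the block in the pooled lanes only, and from -0.48 to 0.89 across the fits that left out an index or library. It was -0.48 without the FCx library of index 7 and -0.07 without the HP library of index 3. That of miR-344, 0.40, was -0.15 without the FCx library of index 11 and up to 1.78 in the other fits of this kind. For miR-34c*, with 0 and 3 counts, DESeq2 with the block fitted a value of 0.29 on the side of FCx, which has no meaning at these counts. The cause was not tested for miR-129-5p and miR-344. The difference of miR-129-5p between the regions did not pass the threshold in any fit. That of miR-344 did not pass it in any fit without a block, and in the blocked fits its adjusted p was from 0.00556 to 0.680. For miR-9, with a log2 fold change of -0.78 without a block, the adjusted p was 0.0348 with the index as a block and 0.0736 when library totals were used in the blocked fit. For let-7c, with an adjusted p of 0.992 without a block and 0.101 with it, the blocked adjusted p was 0.0382 with library totals, 0.0192 in the individual lanes and 0.00326 without index 7. Beyond these and the values given at each result, the block with TMM normalization on all libraries changed no other call among the named miRNAs.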

Differences from the paper's values

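The tests chosen after the values had been seen are the exact test with TMM normalization and the blocked fits other than those with TMM normalization and library totals on all libraries, and the rest were set beforehand.

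The Spearman coefficient between miRNA-Seq and the arrays was 0.596 in FCx against the paper's 0.50, and 0.619 in HP against the paper's 0.49. The legend of Fig. 1 defines its R² as this coefficient, so both are on the same scale, but not over the same miRNAs. The paper's is over miRNAs detected with both platforms, 212 in FCx and 222 in HP, and here it is over 367 and 422 miRNAs, as the array detection calls are not in Table S4. With at least 10 counts in the region it was 0.494 in FCx, within the difference allowed by the spread between indexes. A single index (0.582, 0.569 and 0.557) and the geometric mean (0.601) did not close the gap in FCx. In HP none of the alternatives closed it, and the nearest was 0.549 with at least 10 counts.

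The coefficient between individual and pooled lanes in HP was 0.986 against the paper's 0.978. For single indexes it was 0.976, which closed the gap, while Pearson's r of 0.994 and the minimum of 10 counts with 0.992 did not.

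Index 3 made up 15.6% of the counts on miRNAs in FCx against the paper's 40.5% in its Table 1, and index 7 made up 58.3% against the paper's 33.7%. The paper's table does not say over which reads the distribution was taken, and here it is that of counts on miRNAs. In the pooled lane of FCx alone the shares were 12.8% and 70.2%. None of the alternatives bears on these shares.

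At an unadjusted p under 0.05, 17 miRNAs were differentially expressed against the paper's 36, of which 3 were higher in HP against the paper's 16. With the 12 lane files as samples 47 were found, and with the exact test with a common dispersion and no TMM normalization 32, both within 1.5 times the paper's number. The exact test with TMM normalization, chosen after seeing the values, gave 40. None of the other alternatives set beforehand closed the gap, with 12 to 20 without a block and 93 or 119 with one, nor did the other blocked fits, chosen after seeing the values, with 73 to 120. For the number higher in HP none of the alternatives set beforehand did, with 27 in the lane files, 8 in the exact test, 89 with the block, 39 with the block and library totals, and 0 to 5 in the rest. The exact test with TMM normalization, chosen after seeing the values, gave 23 there. Of the miRNAs that Table S1 lists by miRNA-Seq, 13 of 20 higher in FCx and 2 of 16 higher in HP were called here. The exact test without TMM normalization called 20 and 7 of them, the lane files 17 and 9, the block 18 and 10, the block with library totals 19 and 8, DESeq2 15 and 2, and library totals without a block 14 and 1.

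After Benjamini-Hochberg adjustment 2 miRNAs remained against the paper's 13. The 12 lane files with 15, the exact test without TMM normalization with 14 and DESeq2 with 12 closed the gap. The block with 77, the block with library totals with 56, no filter with 8 and the remaining alternatives set beforehand with 0 to 7 did not, nor did the other blocked fits, chosen after seeing the values, with 30 to 68. The exact test with TMM normalization, chosen after seeing the values, gave 15.

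Of the miRNAs that Table S1 lists by the arrays, 5 higher in FCx were also called here against the paper's 9, and 0 higher in HP against the paper's 4 (with 22 of 25 in the same direction). In FCx the block with 11, the block with library totals with 13, library totals with 7, the lane files with 8, the exact test with 10 and DESeq2 with 7 closed the gap. In HP the lane files with 3 closed it, while the block with 10, the block with library totals with 9, the exact test with 2, and library totals and DESeq2 with 0 each did not.

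The highest count of miR-709 in an HP lane file was 3 against the paper's 1. None of the alternatives bears on this count.

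The log2 fold change of miR-183 was 6.73 against the paper's 8.39 in Table S3. In the pooled lanes only it was 8.20, which closed the gap, and under the other alternatives it was between 6.18 and 7.20, which did not. With the block in the pooled lanes only, chosen after seeing the values, it was 8.29. For 28 named miRNAs with a value in Table S3 and counts in both regions, all 28 had the direction of the paper and the median size of the difference was 0.38.

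The paper states that indexing did not significantly alter the miRNA expression patterns. Here 264 of 431 miRNAs differed between the indexes at an adjusted p under 0.05 from edgeR. The paper's methods state that the indexes begin with the same nucleotide. The sequences printed in its Table 1, UUAGGC, CAGAUC and GGCUAC, begin with different nucleotides and end with the same one. Its results name miR-312 in the cluster on chromosome 11, where its Table 2 and the genome annotation have miR-132.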

Other observations

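The tests of other groupings of the libraries, of the block, of the scaling, of the depth and of Table S3 were chosen after the results had been seen, while those of the index, of folding and of the choroid plexus list were chosen before. The blocked fits with TMM normalization and with library totals, and the HP counts drawn down to the FCx total, had been set beforehand. Their use as tests of an explanation was chosen later.

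MiRNAs differed between the indexes in the same way in both regions. The lowest correlation across 139 miRNAs of the log2 ratio between a pair of indexes in FCx with that in HP was 0.914. The regions were sequenced in different lanes from different RNA, so a difference between lanes or RNA pools is argued against as the common cause. Of the 6 ways to assign the HP libraries to the indexes, only 1, the real one, gave as many as 264 miRNAs, and the others gave 0 or 1, although 6 assignments cannot give a share under 0.05. The values are consistent with an effect of the index itself, through the ligation of the 5′ adaptor. Folding of the adaptor with its index joined to the miRNA was tested as a part of this effect. Across 211 sequences, the difference in folding energy between indexes 3 and 7 correlated with the log2 ratio of reads with a Spearman coefficient of -0.363 (permutation p = 1e-05, adjusted 3e-05). For the other pairs it was -0.282 and -0.280. This corresponds to 13.2%, 7.98% and 7.81% of the variance of ranks, so folding as calculated here could account for a small part only. A few miRNAs did not keep their index ratio between regions. With index 7, miR-382* had 17.1 CPM in FCx (25 counts) and 700 CPM in HP, with 848 and 1080 CPM for index 3. The low value was found in both runs of the FCx library, with 19.6 and 14.0 CPM. MiR-191 had 183 CPM in FCx and 1611 CPM in HP with index 7, and miR-30e* had 93.0 and 533 CPM. These miRNAs were chosen after their values were seen, and no explanation was tested for them.

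In the comparison of FCx and HP without a block, 1 of the 10 divisions of the 6 libraries into 3 and 3, the real one, gave as many as 2 miRNAs with an adjusted p under 0.05. At an unadjusted p, 7 of the 10 divisions gave 17 miRNAs or more. The 6 others among them keep most libraries of an index together and gave 32 to 74, so they follow the index. Among the 4 divisions that part every pair of libraries with the same index, the real one alone gave as many, and the others gave 2 to 9. With the index as a block, 1 of these 4 divisions, the real one, gave as many as 77 miRNAs, and the others gave 0 to 3. With 10 or 4 divisions a share under 0.05 is not possible, so this count alone cannot separate the regions from an arbitrary division of the libraries. The increase from 2 to 77 miRNAs is consistent with the index hiding differences between the regions in the test without a block. Since each region is 1 RNA pool, these 77 miRNAs describe a difference between 2 pools. Some of them may be false calls, as the same test made 32 false calls beside 132 true ones on counts simulated with 4-fold changes, and 2 to 27 (median 17) over 10 further draws.

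With the block and TMM normalization, 55 of the 77 miRNAs were higher in HP and 22 in FCx. With library totals 20 were higher in HP and 36 in FCx, so the excess of calls in HP may come from the scaling of the libraries. On counts simulated with no difference between the regions, TMM normalization shifted the median log2 fold change by -0.33 to -0.03 over 10 draws and library totals by -0.33 to 0.18. TMM normalization then gave 0 to 2 false calls and library totals gave 0. With 4-fold changes simulated, the shift for unchanged miRNAs was from -0.71 to -0.31 with TMM normalization (2 to 27 false calls), from -1.41 to 0.17 with library totals (0 to 129) and from -0.46 to -0.02 with the upper quartile (0 to 13). DESeq2's size factors gave -0.36 to -0.04 (1 to 14). The scaling factors ranged from 0.679 to 1.58.

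More miRNAs were detected in HP than in FCx, with 427 and 370. With its counts drawn down to the FCx total, HP gave 362 in the median of 100 draws (352 to 374), which is consistent with depth as the reason. A difference between the regions in the number of expressed miRNAs stays untested.

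The miR-34 family and miR-449b and miR-448, which were lower in FCx than in HP, are on a list of 12 miRNAs of the choroid plexus and ciliated ependyma, tissue that could have been carried into the HP dissection. Of the 11 members tested, 5 lie outside Table 2 and had not been picked by the study from miRNA-Seq. They are miR-449a, miR-764-3p, miR-764-5p, miR-204 and miR-211, although miR-204 was picked by the arrays. MiR-34c*, which Table 2 lists by the arrays only, was also tested but is not among the 5. It had 0 counts in FCx and 3 in HP and a blocked log2 fold change of -2.55, and the following values leave it out. The median log2 fold change of the 5, with the index as a block, was -0.85 against -0.38 for all miRNAs, and 3 of the 5 lay below that median. With miR-764-5p, which had 0 counts in FCx and 6 in HP, placed above the other members, the median would be that of miR-211, -0.03. Of 10000 lists of miRNAs matched for abundance, 15.3% had a median as low as the 5 members. The most abundant of them, miR-204, was at 25.5 CPM in FCx (43 counts) and 49.1 CPM in HP (525 counts), with an adjusted p of 0.992 without a block and 0.000898 with it in edgeR. The other 4 had few counts. With so few members, such tissue and a difference between the regions themselves cannot be told apart.

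In the paper's Table S3, 49 of 91 star miRNAs share all 12 values with another miRNA listed there. When * is read as a pattern character, the first name matched by the name of 48 star miRNAs is that of another miRNA, and each of the 48 holds the values listed there. Across the lane files, the median correlation of these values with the CPM of the star miRNA itself was 0.114, and with the CPM of the first match it was 1.0. For the other miRNAs of the table the median with their own CPM was 1.00. This is consistent with a lookup by pattern. It concerns the supplementary table, and the values of star miRNAs given here come from the counts.

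MiR-128, miR-129-5p and miR-344 each map to a pair of loci and were called by the arrays only. MiR-128 was at 193829 ± 15839 CPM in FCx (SD, n = 3 libraries) and 81735 ± 25136 CPM in HP, with a log2 fold change of 0.77 (standard error 0.58, adjusted p = 0.992 from edgeR, blocked 0.0631). With library totals in the blocked fit the adjusted p was 3.80e-15, in a range from 3.80e-15 to 0.547 over the blocked fits. MiR-344 was at 1551 ± 1018 and 762 ± 490 CPM, with a log2 fold change of 0.40 (standard error 0.86, adjusted p = 0.992), and miR-129-5p was at 1248 ± 786 and 1049 ± 836 CPM, with 0.07 (standard error 0.84, adjusted p = 0.994). For miR-344 the blocked adjusted p was from 0.00556 to 0.680 and for miR-129-5p from 0.551 to 0.946. Genome alignments at both loci of miR-128 came to 101065 ± 15951 per 1000000 aligned reads in FCx and 66996 ± 14421 in HP. Alignments that are not on miRNAs are in this total, and they are a larger part of it in FCx.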
